# ZEB1-mediated fibroblast polarization controls inflammation and sensitivity to immunotherapy in colorectal cancer

**DOI:** 10.1038/s44319-024-00186-7

**Published:** 2024-06-27

**Authors:** Constantin Menche, Harald Schuhwerk, Isabell Armstark, Pooja Gupta, Kathrin Fuchs, Ruthger van Roey, Mohammed H Mosa, Anne Hartebrodt, Yussuf Hajjaj, Ana Clavel Ezquerra, Manoj K Selvaraju, Carol I Geppert, Stefanie Bärthel, Dieter Saur, Florian R Greten, Simone Brabletz, David B Blumenthal, Andreas Weigert, Thomas Brabletz, Henner F Farin, Marc P Stemmler

**Keywords:** Colorectal Cancer, Tumor Microenvironment, Cancer-Associated Fibroblast Plasticity, Immune Checkpoint Blockade, Cancer, Immunology, Signal Transduction

## Abstract

The EMT-transcription factor ZEB1 is heterogeneously expressed in tumor cells and in cancer-associated fibroblasts (CAFs) in colorectal cancer (CRC). While ZEB1 in tumor cells regulates metastasis and therapy resistance, its role in CAFs is largely unknown. Combining fibroblast-specific *Zeb1* deletion with immunocompetent mouse models of CRC, we observe that inflammation-driven tumorigenesis is accelerated, whereas invasion and metastasis in sporadic cancers are reduced. Single-cell transcriptomics, histological characterization, and in vitro modeling reveal a crucial role of ZEB1 in CAF polarization, promoting myofibroblastic features by restricting inflammatory activation. *Zeb1* deficiency impairs collagen deposition and CAF barrier function but increases NFκB-mediated cytokine production, jointly promoting lymphocyte recruitment and immune checkpoint activation. Strikingly, the *Zeb1*-deficient CAF repertoire sensitizes to immune checkpoint inhibition, offering a therapeutic opportunity of targeting ZEB1 in CAFs and its usage as a prognostic biomarker. Collectively, we demonstrate that ZEB1-dependent plasticity of CAFs suppresses anti-tumor immunity and promotes metastasis.

## Synopsis

Fibroblast-specific *Zeb1* knock-out in colorectal cancer models leads to a shift in myCAF and iCAF populations, promoting immune infiltration. This increases colitis-associated tumorigenesis, reduces progression and metastasis and renders tumors susceptible to immune checkpoint blockade.

- Zeb1 loss in cancer-associated fibroblasts (CAFs) accelerates inflammation-driven colorectal tumorigenesis.
- In sporadic tumors CAF-specific Zeb1-loss results in decreased progression and metastasis.
- Impaired myofibroblast and increased inflammation result in increased immune cell infiltration and checkpoint activation.
- Zeb1 deficiency in CAFs sensitizes colorectal cancers to immune checkpoint inhibition.

## Abstract (web summary)

Fibroblast-specific *Zeb1* knock-out in colorectal cancer models leads to a shift in myCAF and iCAF populations, promoting immune infiltration. This increases colitis-associated tumorigenesis, reduces progression and metastasis and renders tumors susceptible to immune checkpoint blockade.

## Introduction

Colorectal cancer (CRC) is the third most frequent tumor type that accounts for the second highest cancer-related mortality worldwide (Morgan et al, 2023). Despite improved diagnosis and treatment options at an early stage, advanced CRC frequently leads to fatal metastatic relapse. Molecular classification has shown that the stroma-rich consensus molecular subtype 4 (CMS4) is linked with the worst prognosis in patients (Guinney et al, 2015). A refinement of this classification based on recent single-cell RNA sequencing (scRNA-seq) demonstrated that fibroblast enrichment together with tumor cell-intrinsic features contribute to poor prognosis (Joanito et al, 2022). These analyses identify cancer-associated fibroblasts (CAFs) as crucial players in the tumor microenvironment (TME) that drive disease progression, therapy resistance, and metastasis (Calon et al, 2015; Isella et al, 2015; Sahai et al, 2020; Schmitt and Greten, 2021).

Immune checkpoint blockade (ICB) therapy has shown impressive efficacy for patients with microsatellite instable (MSI) tumors (Andre et al, 2020; Le et al, 2015). These tumors display an elevated tumor mutation burden resulting in high immunogenicity. However, for most patients with microsatellite stable (MSS) tumors, no immunotherapies are available. In preclinical mouse models, inhibition of TGFβ signaling in CAFs promote lymphocyte infiltration and response to ICB (Tauriello et al, 2018). This example highlights the concept of a stroma-directed intervention to improve therapy of MSS tumors. However, the identification of specific targets to alter the fibroblast-rich stroma is needed.

Recent scRNA-seq analyses have shown that CAFs represent a heterogeneous cell population with several prototypic subtypes as initially identified in PDAC and later in other solid cancers including CRC (Bartoschek et al, 2018; Biffi et al, 2019; Elyada et al, 2019; Kieffer et al, 2020; Lee et al, 2020; Ohlund et al, 2017; Sebastian et al, 2020). Myofibroblast-like myCAFs localize closely to tumor cells and secrete extracellular matrix (ECM) encapsulating tumor cells, whereas iCAFs in the tumor periphery create an inflammatory milieu (Ohlund et al, 2017; Sahai et al, 2020). In addition, MHCII+ antigen-presenting CAFs (apCAFs) have been described (Elyada et al, 2019). The importance of CAF plasticity has been recently illustrated in rectal cancer, where IL1-induced iCAFs adopted a senescence phenotype, which mediates radioresistance and disease progression. Therapeutic inhibition of IL1 signaling allowed to restore radiosensitivity, indicating iCAFs as promising therapeutic target (Nicolas et al, 2022).

ZEB1 is a core EMT-transcription factor and is frequently upregulated at the invasive front of CRC and other cancer entities, where it orchestrates tumor stemness, metastasis, and therapy resistance (Caramel et al, 2018; Stemmler et al, 2019). Its tumor cell-specific loss leads to profound changes in gene expression, impairing cell plasticity (Krebs et al, 2017; Meidhof et al, 2015; Preca et al, 2015; Wellner et al, 2009). In pancreatic and breast cancer, ZEB1 was also found to be upregulated in the dysplastic fibroblast-rich stroma, which was correlated with poor survival (Bronsert et al, 2014; Fu et al, 2019). However, the functional relevance of ZEB1 in CAFs and its effect on tumor progression is yet unknown. Here, we have studied the role of ZEB1 in fibroblasts using mouse models for colitis-associated cancer and sporadic metastatic CRC demonstrating a key requirement for CAF diversification. Analysis of the immune TME identified a stage-specific effect on lymphocyte infiltration and CRC progression. *Zeb1* loss reduced liver metastasis and augmented responsiveness to ICB, highlighting the potential of a CAF-directed therapy.

## Results

### ZEB1 in fibroblasts affects CRC tumorigenesis in a context-dependent manner

ZEB1 is expressed heterogeneously in the TME of both human and murine tumors (Fig. 1A,B), and high expression of ZEB1 in stromal cells of pancreatic cancer is a prognostic factor for poor survival in patients (Bronsert et al, 2014). To investigate a functional involvement, we generated fibroblast-specific *Zeb1*-deleted mice (Fib^ΔZeb1^), by combining the *Zeb1*^*fl/fl*^ genotype (Brabletz et al, 2017) with the constitutive Col6a1-Cre transgene (Koliaraki et al, 2015) or with the tamoxifen-inducible Col1a2-CreERT2 knock-in allele (Zheng et al, 2002). Cre recombinase activity in both lines was restricted to fibroblasts as identified by Cre reporter alleles (Appendix Fig. S1A,B), and deletion of *Zeb1* was confirmed at the genomic (Appendix Fig. S1C) and protein level in the colon of both models (Appendix Fig. S1D,E). Of note, loss of *Zeb1* in fibroblasts did not compromise colon morphogenesis or homeostasis (Appendix Fig. S1F,G).

**Figure 1:**
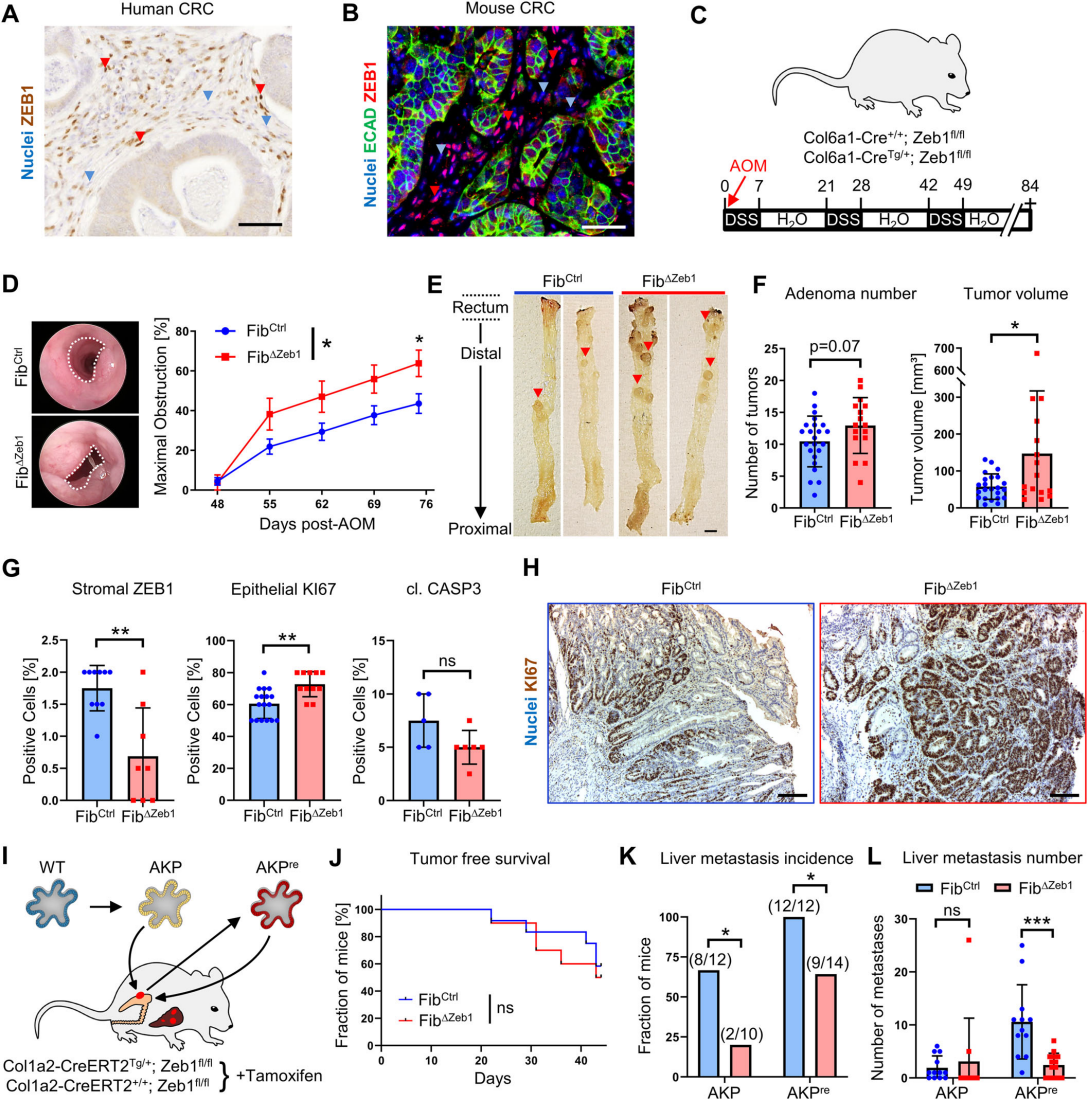
Context-dependent role of stromal ZEB1 during colorectal carcinogenesis. (**A**, **B**) ZEB1 IHC on human (**A**) and ZEB1/E-cadherin IF stainings on mouse (**B**) CRC samples. Red and blue arrowheads depict cells with high and low/absent ZEB1 detection, respectively. (**C**–**H**) AOM/DSS model (**C**) showing representative endoscopic images (**D**) (dotted lines indicate unobstructed area) and quantification of colon obstruction in Fib^Ctrl^ and Fib^ΔZeb1^ mice (*n* = 24/17 for Fib^Ctrl^/Fib^ΔZeb1^, Genotype: *P* = 0.0282, two-way ANOVA, day 75: *P* = 0.0382, Šídák’s multiple comparisons test), macroscopic images (**E**, colons opened longitudinally, arrowheads point to individual tumors) and quantification of tumor volume and number (**F**) (*n* = 23/16 for Fib^Ctrl^/Fib^ΔZeb1^, number: *P* = 0.0714, volume: *P* = 0.0180, Student’s *t* test). Quantitative analysis of ZEB1 depletion, proliferation (KI67) and apoptosis (cl. Caspase 3) (**G**) with representative KI67 IHC is given (**H**). For ZEB1, the fraction of positive stromal cells was quantified. For KI67 and cl. Caspase (CASP) 3, the fraction of all tumor cells was quantified (*n* = 17/11 for Fib^Ctrl^/Fib^ΔZeb1^, Zeb1: *P* = 0.0054, KI67: *P* = 0.0020, cl. CASP3: *P* = 0.1126, Mann–Whitney test). (**I**–**L**) Schematic overview of orthotopic transplantation of tumor organoids into the cecum of Fib^Ctrl^ and Fib^ΔZeb1^ mice (**I**). AKP^re^ organoids were generated after re-culturing cells retrieved from orthotopic AKP tumors. Analysis of tumor onset (detected by palpation) after orthotopic AKP organoid transplantation (**J**) (*n* = 12/10 for Fib^Ctrl^/Fib^ΔZeb1^, *P* = 0.6401, Mantel–Cox test) as well as of liver metastasis incidence (**K**) (AKP: *P* = 0.0427, AKP^re^: *P* = 0.0425, Fisher’s exact test) and numbers (**L**) after orthotopic transplantation of AKP or AKP^re^ tumor organoids (*n* = 12/10 for Fib^Ctrl^/Fib^ΔZeb1^ with AKP and 12/14 for Fib^Ctrl^/Fib^ΔZeb1^ with AKP^re^, AKP: *P* = 0.8469, AKP^re^: *P* = 0.0007, two-way ANOVA). All mice with AKP^re^ transplantation were treated with control IgG and are shown also in Fig. 5. Mice with AKP transplantation were treatment-naïve. Data information: Data are presented as mean ± SEM (**D**) or mean ± SD (**F**, **G**, **L**). Scale bars represent 50 µm (**A**, **B**), 5 mm (**E**) or 100 µm (**H**). Source data are available online for this figure.

Fib^ΔZeb1^ mice were subjected to the inflammation-driven AOM/DSS model (Neufert et al, 2007) (Fig. 1C), where deletion in fibroblasts did not affect overall or tumor-free survival of mice (Appendix Fig. S2A,B). Intriguingly, endoscopic scoring revealed increased colonic obstruction (Fig. 1D), which was confirmed by significantly increased individual and total adenoma volumes and a trend to increased tumor numbers in Fib^ΔZeb1^ mice at endpoints (Fig. 1E,F; Appendix Fig. S2C). Histologic differentiation was not affected by loss of stromal *Zeb1* (Appendix Fig. S2D), but endoscopic analysis showed slightly increased colonic inflammation (Appendix Fig. S2E–G). By immunohistochemistry (IHC) fewer ZEB1-positive stromal cells and increased epithelial proliferation accompanied by slightly reduced cell death was observed in Fib^ΔZeb1^ mice (Fig. 1G,H). These data demonstrate that loss of *Zeb1* in fibroblast promotes inflammation-driven adenoma growth.

Sporadic CRC progression was modeled by orthotopic transplantation of tumor organoids (Fumagalli et al, 2018) into Fib^ΔZeb1^ and Fib^Ctrl^ mice (Fig. 1I). Tumor organoids were genetically engineered from normal colonic organoids to harbor mutations in *Apc*, *Tp53* and *Kras* loci (*Apc*^Δ*/*Δ^*, Kras*^*G12D*^, *Tp53*^Δ*/*Δ^; AKP) and either transplanted directly into syngeneic mice, or re-cultured upon one round of orthotopic growth to promote further tumor progression in vivo (AKP^re^). AKP^re^ tumors indeed displayed more aggressive tumor growth with earlier onset and less differentiated morphology. However, deletion of *Zeb1* in fibroblasts did not affect the engraftment of organoids, overall survival, primary tumor size, and tumor morphology upon transplantation of AKP (Figs. 1J and  EV1A–D) or AKP^re^ organoids (Fig. EV1E–K). Strikingly, spontaneous metastasis to the liver was decreased in Fib^ΔZeb1^ mice, regardless of AKP or AKP^re^ transplantation, as reflected in the fraction of metastasis-bearing mice and the number of metastases per mouse (Fig. 1K,L), indicating a pro-metastatic role of ZEB1 in CAFs of sporadic and progressed CRC. Overall, these findings suggest that ZEB1 in fibroblasts regulates colon cancer initiation and progression in a tumor context- and stage-dependent manner.

**Figure EV1:**
Loss of *Zeb1* in fibroblasts does not affect morphology of primary tumors in the orthotopic transplantation model. (**A**) IF images and quantification of ZEB1 expression in tumor stroma after orthotopic transplantation of AKP tumor organoids (*n* = 10/9 independent mice for Fib^Ctrl^/Fib^ΔZeb1^, *P* < 0.0001, Student’s *t* test). (**B**) Quantification of primary tumor engraftment in treatment-naïve Fib^Ctrl^ and Fib^ΔZeb1^ mice after orthotopic transplantation of AKP tumor organoids. Numbers of experimental mice are indicated. (**C**) Tumor volume after orthotopic transplantation of AKP tumor organoids (*n* = 8/5 independent mice for Fib^Ctrl^/Fib^ΔZeb1^, *P* = 0.7584, Student’s *t* test). (**D**, **E**) Representative H&E stainings of AKP (**D**) and AKP^re^ (**E**) tumor sections. Top left corners show higher magnification of the indicated regions. (**F**–**H**) Analysis of tumors after orthotopic transplantation of AKP^re^ tumor organoids in treatment-naïve Fib^Ctrl^ and Fib^ΔZeb1^ mice. (**F**) Tumor onset (*n* = 4/5 for Fib^Ctrl^/Fib^ΔZeb1^; *P* = 0.6401, Mantel–Cox test). (**G**) Quantification of tumor engraftment. Numbers of experimental mice are indicated. (**H**) Tumor volume (*n* = 4/4 independent mice for Fib^Ctrl^/Fib^ΔZeb1^). (**I**–**K**) Analysis of tumors after orthotopic transplantation of AKP^re^ tumor organoids in control IgG-treated Fib^Ctrl^ and Fib^ΔZeb1^ mice. These mice are shown again as controls in Fig. 5. (**I**, **J**) Tumor onset (**I**) and quantification (**J**) after orthotopic transplantation of AKP^re^ tumor organoids (*n* = 12/14 for Fib^Ctrl^/Fib^ΔZeb1^, *P* = 0.4564, Mantel–Cox test). (**K**) Tumor volumes (*n* = 8/10 independent mice for Fib^Ctrl^/Fib^ΔZeb1^). Only tumors collected after day 28 were included. Data information: Data are represented as mean ± SD (**A**, **C**, **H**, **K**). Scale bars represent 50 µm (**A**) or 1 mm (**D**, **E**). Source data are available online for this figure.

### Fibroblast diversity is reduced upon deletion of *Zeb1*

We applied scRNA-seq to gain insights into the cellular heterogeneity of CAFs and the transcriptional changes upon *Zeb1* loss. 

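For the AOM/DSS tumors, in which the carcinogen azoxymethane and the colitis-inducing dextran sulfate sodium give rise to colon tumors, the deposited single-cell data cover 3 Fib Ctrl and 3 Fib ΔZeb1 mice. The cells of each mouse were sorted into the 384 wells of 1 plate, so that plate and mouse are the same unit. In SORT-seq, every mRNA molecule of a well is tagged with a molecular barcode before amplification. The authors aligned the reads to the GRCm38 transcriptome and deposited, for each gene and well, the number of different barcodes as whole counts and the transcript counts estimated from it after correction for barcodes shared by several molecules. All wells were included in these tables and none of the values were normalized. Transcript counts, which were used here, summed to 3365400, 1575730 and 2923280 in Fib Ctrl mice 1, 3 and 4 and to 3699060, 3326370 and 2294280 in Fib ΔZeb1 mice 2, 5 and 6, where mice carry the number of their plate and spike-in RNA is left out. Mouse 6 was sequenced in another run than the other mice, so that run and mouse cannot be separated for it. Wells with 100 to 6000 detected genes and less than 10% of transcripts from the mitochondrial chromosome were kept, as in the methods for differential abundance. Cells with more than 1 transcript of *Ptprc* or *Epcam* were then excluded, since the paper's text names both genes but gives no threshold. This left 205, 110 and 109 cells of Fib Ctrl mice 1, 3 and 4 and 260, 198 and 46 cells of Fib ΔZeb1 mice 2, 5 and 6, with a median of 10969, 1178 and 7048 and of 12100, 5439 and 2928 transcripts per cell, respectively. The filter on mitochondrial transcripts weighed most on these numbers. With the outlier filter of the methods (*isOutlier*) in place of the limits on genes and mitochondrial transcripts, and with the same exclusion by *Ptprc* and *Epcam*, 1603 instead of 928 cells remained. For comparisons of genotypes, counts were summed over the cells of each mouse, because cells of a mouse are not replicates. With 3 mice against 3, the smallest p that an exact two-sided permutation test allows is 0.10.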

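*Zeb1*, which lies on chromosome 18 of GRCm38 from 5591860 to 5775467, was measured at 93.2 ± 18.9 counts per 1e6 (CPM; SD, n = 3) in Fib Ctrl mice and at 53.3 ± 3.53 CPM (SD, n = 3) in Fib ΔZeb1 mice. The log2 fold change was -0.81, with a standard error of 0.22 taken from the fold change and the test statistic. Every Fib Ctrl mouse was above every Fib ΔZeb1 mouse, with a range of 75.9 to 113 against 50.5 to 57.3 CPM (exact permutation test, p = 0.10, the smallest possible). With each mouse left out in turn, the log2 fold change stayed between -0.95 and -0.66. Over all genes tested, the difference did not pass edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (adjusted p = 1.00, unadjusted p = 0.0072). The deleted allele may still leave transcript, so that the remaining *Zeb1* counts do not measure how complete the deletion was. The paper reports the deletion in the colon at the level of both DNA and protein. The fibroblast genes *Col1a2*, at 8126 ± 2098 CPM in Fib Ctrl and 6902 ± 1764 CPM in Fib ΔZeb1 mice (SD, n = 3 each), and *Vim*, at 2509 ± 589 and 2713 ± 967 CPM, differed by less than the spread between mice. Of the genes behind the sort, *Epcam* was at 8.63 ± 6.43 and 16.3 ± 20.9 CPM and *Ptprc* at 41.4 ± 65.9 and 18.3 ± 14.2 CPM after the exclusion of cells described for these genes, while *Pecam1*, which encodes CD31, had 5 and 6 counts in all cells of the Fib Ctrl and Fib ΔZeb1 mice and was too low to test. Among 9747 genes tested in all CAFs, 0 passed an adjusted p of 0.05 in edgeR, where 106 had an unadjusted p under 0.05, and 0 passed in DESeq2, where 80 did. The mice of the 2 genotypes were fully separated for 579 genes (5.94%), where chance separates 10%.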

AOM/DSS tumors were enzymatically dissociated, and CAFs were enriched by fluorescence-activated cell sorting (FACS) of CD326 (EPCAM)−, CD45−, and CD31− cells before sequencing (SORT-seq, Fig. 2A, left). 

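Clustering of the 928 cells, after correction for the plate, gave 6 clusters, which were named from marker lists fixed before the data were examined. The rule that turns these lists into names was set after the leading genes of the clusters had been seen. The largest cluster, with 220 cells, was iCAF-like, with 12 of 14 iCAF markers raised and *Sfrp4*, *Penk*, *Inmt*, *Ptx3* and *Gdf10* as leading genes. A cluster of 135 cells led by *Mmp10*, *Il1rl1*, *Nrg1*, *Cxcl14* and *Inhba* was telocyte-like, with 8 of 8 telocyte markers and 7 of 12 myCAF markers raised. Another 157 cells, led by *Cxcl13*, *Edil3*, *Tnfsf13b*, *Hapln1* and *Sfrp2*, were fibroblast-like without the markers of a subtype, and 99 cells led by *Notch3*, *Rgs5*, *Rgs4*, *Apold1* and *Ephx3* were pericyte-like. No cluster was named myCAF-like, since the list with the highest mean fold gave the name. The telocyte-like cluster met the criterion of the myCAF list as well, with a mean log2 fold of 1.11 for the myCAF and of 2.18 for the telocyte markers. The fibroblast-like cells of the following comparisons are the 512 cells of the iCAF-like, the telocyte-like and the other fibroblast-like cluster, without the pericyte-like cells. Of 2 further clusters, also left out there, the first, with 213 cells, was led by *S100a9*, *Retnlg*, *Irg1*, *Lilrb4* and *Gp49a* and was neutrophil-like, with a median of 964 transcripts per cell. The other, with 104 cells, was led by *Krt14*, *Dsp*, *Sfn*, *Perp* and *Itgb4* and stayed unnamed, because its cells were shallow, with a median of 2052 transcripts, and no epithelial marker of the list was among its leading genes, although 5 of 8 were raised. The neutrophil-like share differed between mice of 1 genotype, with 3.41%, 76.4% and 14.7% of cells in Fib Ctrl mice 1, 3 and 4 and 17.3%, 18.7% and 52.2% in Fib ΔZeb1 mice 2, 5 and 6.

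**Figure D1:**
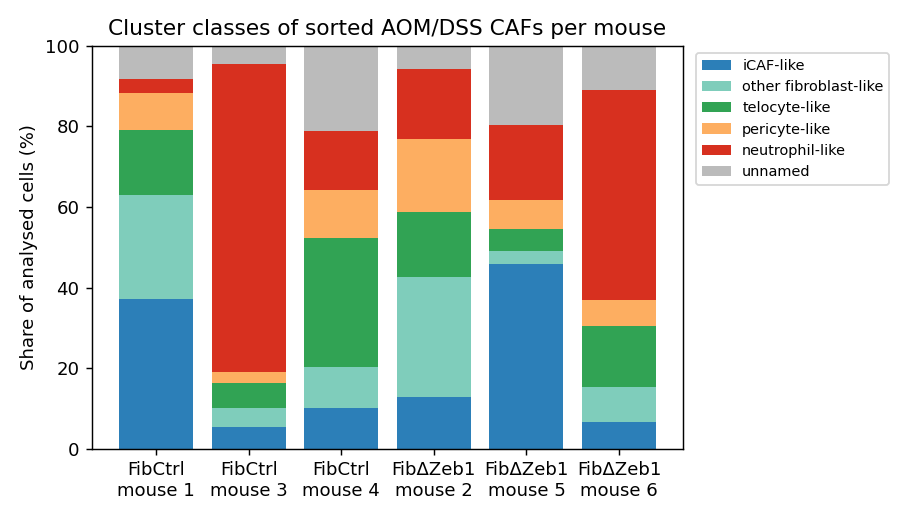
Share of the analysed cells of each mouse in the named clusters, in percent, with 1 bar per mouse and no error bar since each bar is a single mouse. The neutrophil-like share is 76.4% in Fib Ctrl mouse 3 and 3.41% in Fib Ctrl mouse 1, and the iCAF-like share is 46.0% in Fib ΔZeb1 mouse 5 and 6.52% in Fib ΔZeb1 mouse 6.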

Integrated clustering of cells from both genotypes was performed, followed by annotation using previously reported CAF signatures (Bartoschek et al, 2018; Elyada et al, 2019) (Fig. EV2A). Differential abundance analysis (Zhao et al, 2021) was performed for unbiased identification of genotype-specific differences. 

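Differential abundance was measured here on the 50 nearest neighbors of each cell, in place of *DAseq*, with the neighbors weighted by the number of cells of their mouse and averaged over the mice of each genotype. A neighborhood was called imbalanced at a difference of 2-fold or more. By this measure, 19.0% of the cells lay in imbalanced neighborhoods. Each of the other ways to divide the 6 mice into groups of 3 gave a larger share, between 42.5% and 70.3%. By this measure, the difference between genotypes thus did not exceed that between groups of mixed genotype. The share rose most, to 64.5%, when Fib ΔZeb1 mouse 2 was left out, and it was 62.0% without Fib Ctrl mouse 1, 43.5% without Fib ΔZeb1 mouse 6 and 30.3% without Fib Ctrl mouse 4. Without correction for the plate it was 31.2%.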

Prominent abundance differences were observed in two regions that were enriched for myCAF and iCAF-specific genes (Fig. 2B–D). 

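Neighborhoods with a 2-fold or larger excess of Fib ΔZeb1 mice held 123 cells, of which 56.1% were iCAF-like, and 52.8% came from Fib ΔZeb1 mouse 5. Their mean iCAF score was 0.391, against 0.153 in balanced neighborhoods. The excess of Fib Ctrl mice covered 53 cells, of which 79.2% were neutrophil-like, 13.2% were fibroblast-like and 0% were iCAF-like. Those fibroblast-like cells were all telocyte-like, the cluster that also met the myCAF criterion. The mean myCAF score of the 53 cells was -0.096, against 0.056 in balanced neighborhoods. Of these 53 cells, 32.1% were themselves from Fib Ctrl mice, and 34.0% were from Fib ΔZeb1 mouse 6, which had the fewest cells. A cell was not counted among its own neighbors. Scores are differences in log expression from control genes of similar level, after *AddModuleScore*, with marker lists in place of the published gene sets. No test was made on these groups of cells, since they were defined by the genotype of their neighbors.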

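Per mouse, iCAF-like cells made up 17.5% ± 17.1 (SD, n = 3) of the cells in Fib Ctrl and 21.7% ± 21.2 (SD, n = 3) in Fib ΔZeb1 mice (exact permutation test, p = 0.60). The 4.18 percentage points between these means were smaller than the spread between mice, and the sign changed to -7.87 points without Fib ΔZeb1 mouse 5 and to -1.78 points without Fib Ctrl mouse 3. It was 12.0 points without Fib ΔZeb1 mouse 6, 10.0 without Fib Ctrl mouse 1 and 0.536 without Fib Ctrl mouse 4. Telocyte-like cells, the cluster that also met the myCAF criterion, made up 18.2% ± 13.0 and 12.3% ± 5.87 (exact permutation test, p = 0.50, n = 3 each). With the clusters kept and 1 mouse left out, a comparison added after the data had been seen, the difference of -5.88 points became 1.08 without Fib Ctrl mouse 4, -11.8 without Fib Ctrl mouse 3 and -2.50 without Fib ΔZeb1 mouse 5. Pericyte-like cells made up 7.97% ± 4.73 and 10.6% ± 6.52 (exact permutation test, p = 0.70, n = 3 each), and their difference of 2.58 points became -1.18 without Fib ΔZeb1 mouse 2, -0.041 without Fib Ctrl mouse 3, 4.56 without Fib Ctrl mouse 4, 4.33 without Fib ΔZeb1 mouse 5 and 4.60 without Fib ΔZeb1 mouse 6. None of the 6 clusters separated the mice by genotype, although 1 did when Fib Ctrl mouse 1 or Fib Ctrl mouse 3 was left out, and edgeR on the cell counts called 0 of them, with 0 at an unadjusted p under 0.05. The mean iCAF score per mouse was 0.0078 ± 0.586 in Fib Ctrl and 3.61e-05 ± 0.385 in Fib ΔZeb1 mice (exact permutation test, p = 1.00, n = 3 each), and the mean myCAF score was 0.045 ± 0.184 and -0.028 ± 0.275 (exact permutation test, p = 0.80, n = 3 each). In fibroblast-like cells alone, the difference of Fib ΔZeb1 from Fib Ctrl mice was 0.116 for the iCAF score (exact permutation test, p = 0.70, n = 3 each) and -0.204 for the myCAF score (exact permutation test, p = 0.30, n = 3 each). In all CAFs with at least 1000 barcodes, thinned to that number so that depth was equal, the differences were -0.0084 and -0.0315. Without thinning they were -0.0077 and -0.073 in all CAFs. Thinning also made the scale smaller, with an SD of the myCAF score of 0.0702 in Fib Ctrl and 0.0875 in Fib ΔZeb1 mice. The thinned set of cells was smaller, as 18, 47 and 11 cells of Fib Ctrl mice 1, 3 and 4 and 36, 31 and 7 cells of Fib ΔZeb1 mice 2, 5 and 6 had fewer barcodes and were left out. The sign of the myCAF score difference in all CAFs changed without Fib Ctrl mouse 4, to 0.025, and without Fib ΔZeb1 mouse 5, to 0.036, and it was -0.233 without Fib ΔZeb1 mouse 2, -0.171 without Fib Ctrl mouse 3 and -0.029 without Fib ΔZeb1 mouse 6. For the iCAF score it changed to 0.349 without Fib Ctrl mouse 1 and to 0.201 without Fib ΔZeb1 mouse 6, and it was between -0.218 and -0.064 without any 1 of the other mice.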

Fib^Ctrl^ cells were overrepresented in the myCAF region and Fib^ΔZeb1^ cells in the iCAF region (Fig. EV2B–D). Genotypes were studied independently to avoid that Fib^ΔZeb1^ cells are influenced by Fib^Ctrl^ cells. 

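Walktrap clustering of each genotype on its own, with 15 neighbors in the graph and correction for the plates of that genotype, gave 5 clusters in the 424 cells of Fib Ctrl mice and 6 clusters in the cells of Fib ΔZeb1 mice. The number of clusters has no replicate error. The filter was that of the differential abundance analysis, while the paper's methods describe an outlier filter on mitochondrial content for this clustering, and with the latter there were 10 clusters in Fib Ctrl and 7 in Fib ΔZeb1 mice. In Fib Ctrl mice the number fell from 5 to 2 without mouse 1. In Fib ΔZeb1 mice it ranged from 4 to 6 with 1 mouse left out. With 46 cells drawn from each mouse in 20 random draws, the median was 3 clusters in Fib Ctrl and 2 in Fib ΔZeb1 mice. Fib Ctrl mice had more clusters than Fib ΔZeb1 mice in 9 of these draws and fewer in 5.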

Here, walktrap clustering resulted in eight and six CAF clusters in Fib^Ctrl^ and Fib^ΔZeb1^ tumors, respectively (Fig. 2E). Cross-correlation of transcriptomes indicated ambiguity in Fib^ΔZeb1^ clusters number 1 and 4 (Fig. 2F). Furthermore, no *Zeb1*-deficient CAFs were matched to Fib^Ctrl^ cluster 8, altogether suggesting impaired diversification and subtype specification in Fib^ΔZeb1^ CAFs. 

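Cells of Fib ΔZeb1 mice were assigned to the most similar Fib Ctrl cluster by rank correlation, following the steps of *SingleR*. In the clustering made here, whose numbers are not those of Fig. 2F, 2 of the 6 Fib ΔZeb1 clusters were divided between Fib Ctrl clusters. The largest, with 144 cells, gave 65.3% of its cells to the Fib Ctrl cluster led by *Sfrp2* and *Cxcl13* and 31.2% to the telocyte-like Fib Ctrl cluster, and 79.9% of its cells came from mouse 2. The other, with 84 cells led by *Myoc* and *Angptl7*, gave 64.3% to the iCAF-like Fib Ctrl cluster, and 77.4% of its cells came from mouse 5, so that both rest mainly on single mice. The remaining Fib ΔZeb1 clusters gave between 90.0% and 100% of their cells to a single Fib Ctrl cluster. A single mouse also dominated some of these, with 85.5% of the pericyte-like cells from mouse 2. In the unnamed cluster of 20 cells, 90.0% came from mouse 5. That cluster, led by *Krt5* and *Perp*, gave 90.0% of its cells to the Fib Ctrl cluster led by *Sfrp2* and *Cxcl13*. The margin between their best and median correlation averaged only 0.0285, against 0.132 and 0.0779 in the 2 divided clusters. Every cell was assigned to some Fib Ctrl cluster, so that a high share does not by itself show a counterpart. The largest share of a mouse was 44.3% in the neutrophil-like and 58.9% in the iCAF-like cluster. As a measure of ambiguity, the margin between the best and the median correlation was averaged over the cells of each mouse. It was 0.197 ± 0.0311 (SD, n = 3) in Fib ΔZeb1 mice and 0.194 ± 0.0642 (SD, n = 3) in Fib Ctrl mice, each of which was assigned to clusters of the other 2 Fib Ctrl mice (exact permutation test, p = 1.00). This difference of 0.0024 changed sign in 11 of 16 alternatives, among them -0.0199 without Fib Ctrl mouse 4, -0.0133 without Fib ΔZeb1 mouse 6 and -0.0126 without Fib Ctrl mouse 1, and was up to 0.0128, without Fib Ctrl mouse 3. The Fib Ctrl clusters had been made with the held-out mouse included, which may raise the margin of Fib Ctrl mice.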

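All 5 Fib Ctrl clusters found here received cells of Fib ΔZeb1 mice. The smallest number was 56 cells, or 11.1% of the Fib ΔZeb1 cells, in the telocyte-like cluster, and the largest was 154 cells, or 30.6%, in the iCAF-like cluster. A cluster was to be counted as unmatched below 1% of the cells, and the number of unmatched clusters was 0 for Fib ΔZeb1 cells. When each Fib Ctrl mouse was held out of the reference and assigned to the clusters of the other Fib Ctrl mice, the number was 0 for each of the 3 mice. The clusters had been made with all 3 Fib Ctrl mice, and each cluster held cells of all 3. A held-out mouse had thus helped to define them. This 0 was favored in advance and does not give the level for mice without deletion. Shares varied between mice of 1 genotype, from 8.18% to 49.5% for the telocyte-like cluster in held-out Fib Ctrl mice and from 5.56% to 28.3% in Fib ΔZeb1 mice. The number for Fib ΔZeb1 cells was 1 with the outlier filter of the paper's methods and 1 when only genes named with the prefix mt- were counted as mitochondrial, both run after seeing the data. From the ambiguous assignment of 2 clusters and a Fib Ctrl cluster without a Fib ΔZeb1 counterpart, the paper proposes that CAFs diversify and specify into subtypes less well without *Zeb1*.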

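Of the 5 Fib Ctrl clusters, that of 85 cells led by *Cilp*, *Ptx3*, *Col8a1*, *Gdf10* and *Sfrp4* was iCAF-like, with a mean iCAF score of 1.52 and a mean myCAF score of -0.356, and 85.9% of its cells were from mouse 1. The highest myCAF scores were 0.808 in the telocyte-like cluster of 70 cells and 0.755 in the pericyte-like cluster of 34 cells, whose iCAF scores were -0.628 and -0.789. The fibroblast-like cluster of 96 cells without subtype markers had an iCAF score of 0.424 and a myCAF score of -0.076. Both scores were negative in the neutrophil-like cluster of 139 cells, at -0.309 and -0.192. These are means over cells of all 3 mice, which contributed unequally, and carry no error between mice.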

The transcriptomes of Fib^Ctrl^ CAFs correlated well with “iCAF” and “myCAF” archetypes described in pancreatic cancer (Elyada et al, 2019; Ohlund et al, 2017) (Fig. 2G). In contrast, Fib^ΔZeb1^ CAFs displayed less clusters with myCAF-like identity.

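By name, 0 of 5 clusters in Fib Ctrl and 0 of 6 in Fib ΔZeb1 mice were myCAF-like, but a cluster takes the name of the list with the highest mean fold, so that these numbers do not show a lack of myCAF markers. Counted by the criterion of the myCAF list alone, which was done after seeing the data, 1 cluster met it in each genotype. In Fib Ctrl mice this was the telocyte-like cluster, with a mean log2 fold of 1.47, and in Fib ΔZeb1 mice the pericyte-like cluster, with one of 1.28, while the telocyte-like Fib ΔZeb1 cluster had 3 of 12 markers raised and a mean of -0.02. With the outlier filter, 2 of 10 Fib Ctrl clusters and 1 of 7 Fib ΔZeb1 clusters met it. The former were telocyte-like (120 cells) and smooth muscle-like (13 cells), and the latter was pericyte-like (76 cells). These numbers of clusters have no replicate error. The numbers by name and by the criterion both depend on a minimum of 1 for the mean log2 fold of the markers, which was added after a Fib ΔZeb1 cluster led by *Myoc* and *Angptl7* had been called myCAF-like. Without this minimum, Fib Ctrl mice had 0 and Fib ΔZeb1 mice 1 cluster of that name, of 84 cells, with a mean myCAF score of -0.023. This cluster and the telocyte-like Fib ΔZeb1 cluster, each with 3 of 12 markers raised, would then also meet the criterion. So would the pericyte-like Fib Ctrl cluster, with 6. The highest myCAF scores in Fib ΔZeb1 mice were 1.09 in the pericyte-like cluster of 55 cells and 0.220 in the telocyte-like cluster of 144 cells.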

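In fibroblast-like cells, summed per mouse, edgeR called 0 of 8506 genes, with 134 at an unadjusted p under 0.05, and DESeq2 called 6, which were *Actg2*, *Mylk*, *Myl9* and *Procr* with lower and *Tceal6* and *Wisp2* with higher counts in Fib ΔZeb1 mice. The mice were separated by genotype for 609 genes (7.16%), where chance gives 10%. *Mylk* (chromosome 16, 34745210 to 35002420) was at 283 ± 70.9 CPM in Fib Ctrl and 88.7 ± 28.8 CPM in Fib ΔZeb1 mice (SD, n = 3 each), a log2 fold change of -1.63 (standard error 0.29; edgeR, adjusted p = 1.00; DESeq2, adjusted p = 0.018). *Myl9* (chromosome 2, 156775420 to 156781658) was at 265 ± 66.9 and 82.2 ± 40.7 CPM (SD, n = 3 each), a log2 fold change of -1.62 (standard error 0.34; edgeR, adjusted p = 1.00; DESeq2, adjusted p = 0.0498). For both genes, all Fib Ctrl mice were above all Fib ΔZeb1 mice and the direction held in all 11 alternatives, with adjusted p over all genes from 0.018 to 1.00 for *Mylk* and from 0.0498 to 1.00 for *Myl9*. In all CAFs, the log2 fold changes of these 2 genes were smaller, at -0.39 for *Mylk* (standard error 0.45, unadjusted p = 0.423) and -0.63 for *Myl9* (standard error 0.35, unadjusted p = 0.108; edgeR, adjusted p = 1.00 for both), and Fib ΔZeb1 mouse 2, at 390 CPM for *Mylk*, lay above Fib Ctrl mice 1 and 3 (267 and 281 CPM). Of 11 genes that the paper's text names by gene or protein, with *H2-Ab1* for MHC class II, and that could be tested in fibroblast-like cells, 0 passed in edgeR when adjusted over the list alone, and 4 had an unadjusted p under 0.05. Among them, *Tagln* had a log2 fold change of -2.07 (adjusted p over the list 0.069, with 5.6e-04 to 0.29 over the alternatives) and *Acta2* of -1.25 (0.090, with 0.0012 to 0.53). Without Fib ΔZeb1 mouse 2, both passed over the list (-2.55 and -2.05), and without Fib ΔZeb1 mouse 6, *Tagln* passed (-1.62). In all CAFs, the log2 fold change was -0.51 for *Tagln* (standard error 0.55) and -0.13 for *Acta2* (standard error 0.60; edgeR, adjusted p over the list 0.845 for both), and Fib ΔZeb1 mouse 2 was the highest of all mice for both (533 and 1804 CPM). As a list, 15 contractile genes had a mean log2 fold change of -0.38 in all CAFs (camera, adjusted p = 0.026) and 31 extracellular matrix genes one of -0.21 (adjusted p = 0.033). Under fry neither call held (adjusted p = 0.894), and without Fib ΔZeb1 mouse 5 both means were 0.08. Without Fib ΔZeb1 mouse 2 they were -0.62 and -0.34. The call of the contractile list was also lost without Fib Ctrl mouse 1 (mean -0.42, adjusted p = 0.056) and Fib Ctrl mouse 4 (-0.27, 0.19), and that of the extracellular matrix list without Fib Ctrl mouse 1 (-0.12, 0.894) and Fib ΔZeb1 mouse 6 (-0.24, 0.067). The myCAF list had a mean of -0.14 (adjusted p = 0.662), which became 0.19 without Fib ΔZeb1 mouse 5, -0.30 without Fib ΔZeb1 mouse 2, -0.22 without Fib Ctrl mouse 1 and without Fib ΔZeb1 mouse 6, and -0.02 without Fib Ctrl mouse 4. In fibroblast-like cells, a comparison of lists added after the data had been seen, the mean was -1.13 for contractile genes (camera, adjusted p = 2.9e-16; fry, 0.071), -0.53 for the myCAF list (camera, adjusted p = 1.7e-04; fry, 0.124) and -0.09 for extracellular matrix genes (camera, adjusted p = 0.195; fry, 0.858). With each mouse left out, the contractile mean stayed between -1.16 and -0.83 and the myCAF mean between -0.66 and -0.40, both with camera's calls kept. Without Fib ΔZeb1 mouse 2, both lists also passed under fry (adjusted p = 0.035) and the extracellular matrix list passed under camera (-0.15, adjusted p = 0.021), whereas the mean of the latter was 0.05 without Fib ΔZeb1 mouse 5. Camera took a preset correlation of 0.01 between genes, so that its p takes little account of variation that listed genes share between mice. For the contractile list, the -log10 of camera's unadjusted p was 16.2 with the real genotypes. In divisions of the mice into groups of mixed genotype it lay between 0.329 and 5.82.

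**Figure D2:**
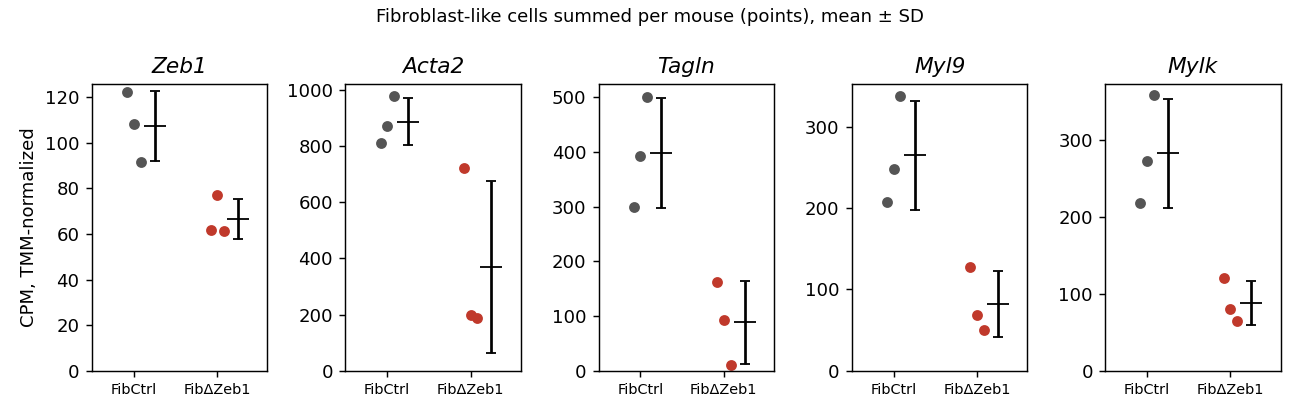
CPM of *Zeb1*, *Acta2*, *Tagln*, *Myl9* and *Mylk* summed over the fibroblast-like cells of each mouse. Points are mice, horizontal lines means and bars SD (n = 3 per genotype). For *Mylk*, the Fib Ctrl mice sit between 218 and 359 CPM and the Fib ΔZeb1 mice between 65.0 and 121 CPM.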

**Figure 2:**
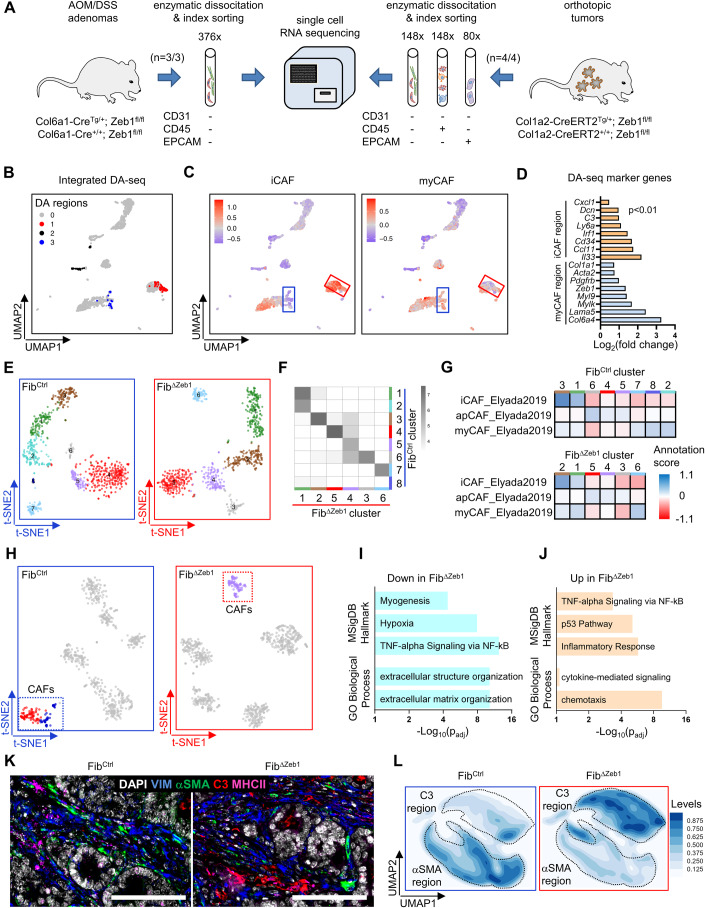
scRNA sequencing of CAFs reveals a key role of ZEB1 for fibroblast plasticity. (**A**) Experimental scheme for isolation of CAFs and other cell types. AOM/DSS adenomas (left) and primary tumors from the orthotopic AKP model (right) of Fib^Ctrl^ and Fib^ΔZeb1^ mice were enzymatically dissociated, and fibroblasts were enriched by depletion of CD31+, CD45+, and EPCAM+ cells by flow cytometry. Numbers of analyzed mice and sorted cells are shown. (**B**–**G**) Fibroblast analysis from the AOM/DSS model. (**B**) Integrated UMAP-(Leiden) clusters of CAFs from *n* = 3 mice per genotype were subjected to differential abundance (‘DA’) analysis. 3 significant DA regions between Fib^Ctrl^ and Fib^ΔZeb1^ were found (Wilcoxon *P* values for regions 1, 2, and 3: 5.37 × 10^−14^; 1.35 × 10^−12^ and 5.62 × 10^−06^). Note that region 2 derived exclusively from one mouse and was therefore neglected. (**C**) Projections of iCAF and myCAF gene signature scores (Elyada et al, 2019). Note the highlighted DA regions from (**B**). (**D**) Log_2_ fold changes of representative DAseq marker genes in DA regions 1 and 3, designated as “iCAF” and “myCAF” regions, respectively (*P* < 0.01, as determined by STG (stochastic gates) within *DAseq*). (**E**) Independent t-SNE clustering in Fib^Ctrl^ (left) and Fib^ΔZeb1^ mice (right). (**F**) Cluster similarities defined by cluster annotations based on “SingleR” scores (see “Methods” for details) (Aran et al, 2019). Grayscale shows the log_2_-transformed numbers of Fib^ΔZeb1^ cells assigned to the different Fib^Ctrl^ clusters. (**G**) Heatmap showing the similarity (annotation scores) of gene expression in CAF clusters with published gene sets. (**H**–**J**) scRNA-seq of fibroblasts, immune cells and tumor cells after orthotopic transplantation of AKP organoids. (**H**) Data from *n* = 4 mice per genotype of the orthotopic model were subjected to scRNA sequencing and t-SNE clustering in Fib^Ctrl^ (left) or Fib^ΔZeb1^ tumors (right). (**I**, **J**) Down- and upregulated gene sets in Fib^ΔZeb1^ CAFs in comparison to the two Fib^Ctrl^ CAF clusters, as determined using Enrichr. Differential genes between Fib^ΔZeb1^ CAFs and each of the two Fib^Ctrl^ CAF clusters were individually determined and pooled before enrichment analysis (FDR ≤ 0.1; *P* ≤ 0.05, as determined by default Welch *t* tests within the *findMarkers function*). (**K**, **L**) Tumor sections from mice after transplantation with AKP organoids were subjected to multiplexed immunostaining (*n* = 5/6 for Fib^Ctrl^/Fib^ΔZeb1^). (**K**) Representative images of fibroblast and CAF markers (VIM, αSMA, C3, MHCII). (**L**) Individual cells were UMAP embedded based on their CAF marker intensities and the density distribution of cells from Fib^Ctrl^ or Fib^ΔZeb1^ mice is shown. Data information: Scale bars represent 100 µm (**K**). Source data are available online for this figure.

**Figure EV2:**
scRNA-seq in AOM/DSS and orthotopic models show reduced CAF diversity and impaired subtype-specific gene expression in Fib^ΔZeb1^ tumors. (**A**) Phenotypic annotation of AOM/DSS CAFs (*n* = 3 mice per genotype; corresponding to Fig. 2) upon integrated clustering by scoring of iCAF/myCAF/apCAF/mCAF/vCAF gene signatures (Bartoschek et al, 2018; Elyada et al, 2019) and displayed on UMAP Leiden clusters, pooled according to the determined scores. Note that ‘i/myCAFs’ share features of iCAFs and myCAFs and that the identities of 3 cell clusters could not be determined (ND) using these gene sets. (**B**) Genotype distribution of cells in AOM/DSS CAFs in DA regions (please refer to Fig. 2). The fraction of Fib^Ctrl^ and Fib^ΔZeb1^ CAFs in each DA region or among all CAFs is shown. (**C**, **D**) Gene set enrichment analysis using Enrichr of marker genes from DAseq region 1 (**C**) and 3 (**D**) as compared to all other CAFs (Benjamini-Hochburg corrected Fisher’s exact test). (**E**) t-SNE sub-clustering of fibroblasts separately in Fib^Ctrl^ (left) and Fib^ΔZeb1^ mice (right) of the orthotopic model showing less clusters in Fib^ΔZeb1^. (**F**) Cluster similarities defined by cluster annotations based on ‘SingleR’ scores (see "Methods" for details) (Aran et al, 2019). Grayscale shows the log_2_-transformed number of cells across clusters. Note the low similarity of Fib^ΔZeb1^ cells with Fib^Ctrl^ clusters 2 and 5. (**G**) Heatmap showing the similarity (annotation scores) of gene expression in CAF clusters with published gene sets. Note, the high scores of Fib^Ctrl^ clusters 2 and 5 when compared with ‘iCAF’ and ‘myCAF’ signatures, respectively, and absence in Fib^ΔZeb1^. Source data are available online for this figure.

We also examined non-inflammation-driven orthotopic tumors by scRNA-seq. Following FACS, CAFs were analyzed in parallel to isolated CD45+ immune and EPCAM+ tumor cells (Fig. 2A, right). A separate analysis of genotypes resulted in two CAF clusters for Fib^Ctrl^ but only one for Fib^ΔZeb1^ tumors (Fig. 2H). Individual analysis of CAFs confirmed that loss of *Zeb1* limits the CAF repertoire (Fig. EV2E) and cross-annotation confirmed increased ambiguity in Fib^ΔZeb1^ (Fig. EV2F). We observed a higher correlation of CAF clusters with “iCAF” and “myCAF” archetypes in Fib^Ctrl^ compared to Fib^ΔZeb1^ (Fig. EV2G). Consistent with AOM/DSS CAFs, differential gene expression analysis between Fib^Ctrl^ and Fib^ΔZeb1^ CAFs showed reduced signatures for ECM organization and increased inflammatory terms (Fig. 2I,J). In summary, our data show that independent of the CRC model, CAF diversification and specification is strongly impaired when ZEB1 is absent.

To study the differentiation defects in situ, we performed multiplex immunofluorescence staining. In orthotopic tumors, fibroblasts were defined as VIM+, CD45−, EPCAM− cells, and CAFs were further characterized by αSMA, C3, and MHCII staining (Figs. 2K and  EV3A,B). Quantitative image analysis and dimensionality reduction allowed classification into myCAF, iCAF, and apCAF-enriched populations (Fig. EV3C). While the majority of cells in Fib^Ctrl^ displayed a myofibroblast-like phenotype, CAFs in Fib^ΔZeb1^ tumors were predominated by the inflammatory subtype (Fig. 2L). Here, *Zeb1* loss did not affect apCAFs or result in a mixed αSMA+ /C3+ iCAF/myCAF identity (Fig. EV3A–D).

**Figure EV3:**
Multiplexed IF staining of tumor sections reveals an enrichment of iCAF-like cells in Fib^ΔZeb1^ tumors. (**A**, **B**) Single marker images (VIM, αSMA, C3, MHCII, EPCAM, CD45, DAPI) and merge of all channels for the representative images of Fib^Ctrl^ (**A**) and Fib^ΔZeb1^ (**B**) orthotopic tumors shown in Fig. 2K. (**C**) Normalized staining intensities of CAF markers (αSMA, C3, MHCII) in UMAP embedding of CAFs from Fib^Ctrl^ and Fib^ΔZeb1^ tumors. (**D**) Quantification of the distribution of CAF subtypes based on thresholds for αSMA (myCAF-like), C3 (iCAF-like) or MHCII (apCAF) staining intensity (*n* = 5/6 independent mice for Fib^Ctrl^/Fib^ΔZeb1^, myCAF: *P* = 0.0469, iCAF: *P* = 0.0499, Student’s *t* test). Data information: Data are presented as mean ± SD (**D**). Scale bars represent 100 µm (**A**, **B**). Source data are available online for this figure.

### ZEB1 is crucial for myofibroblast differentiation

We next studied the functional consequences of *Zeb1* loss and CAF polarization. We established adherent colon fibroblast cultures from *Zeb1*^*fl/fl*^ mice, which showed a typical myofibroblast-like morphology. Induction of Cre recombinase activity resulted in efficient *Zeb1* deletion in vitro, which was confirmed by immunofluorescence staining (Fig. 3A). Of note, *Zeb1* deficiency-induced loss of fibrillary αSMA staining, demonstrating reduced myofibroblast differentiation and CAF activation (Sahai et al, 2020). Consistently, *Zeb1*-deleted fibroblasts showed lower expression of myofibroblast markers by qRT-PCR and bulk RNA sequencing analyses (Fig. 3B,C) and strongly reduced contraction in collagen (Fig. 3D). In contrast, we observed no major changes in proliferation or senescence of *Zeb1*-deficient fibroblasts (Appendix Fig. S3A,B). To study myofibroblast-specific functions in vivo, skin wound healing assays revealed delayed wound closure in Fib^ΔZeb1^ compared to Fib^Ctrl^ mice (Fig. 3E; Appendix Fig. S3C). Furthermore, the impaired myCAF polarization in AOM/DSS adenomas and orthotopic tumors was associated with reduced deposition of collagen (Fig. 3F,G). Since collagenous ECM can constitute a physical barrier for immune cell infiltration, we conducted an in vitro migration assay to test the ability of fibroblasts to block the passage of mouse splenocytes (Fig. 3H). Strikingly, Fib^ΔZeb1^ fibroblasts showed a pronounced barrier defect. Collectively, these data demonstrate the fundamental role of ZEB1 in myofibroblast specification and function.

**Figure 3:**
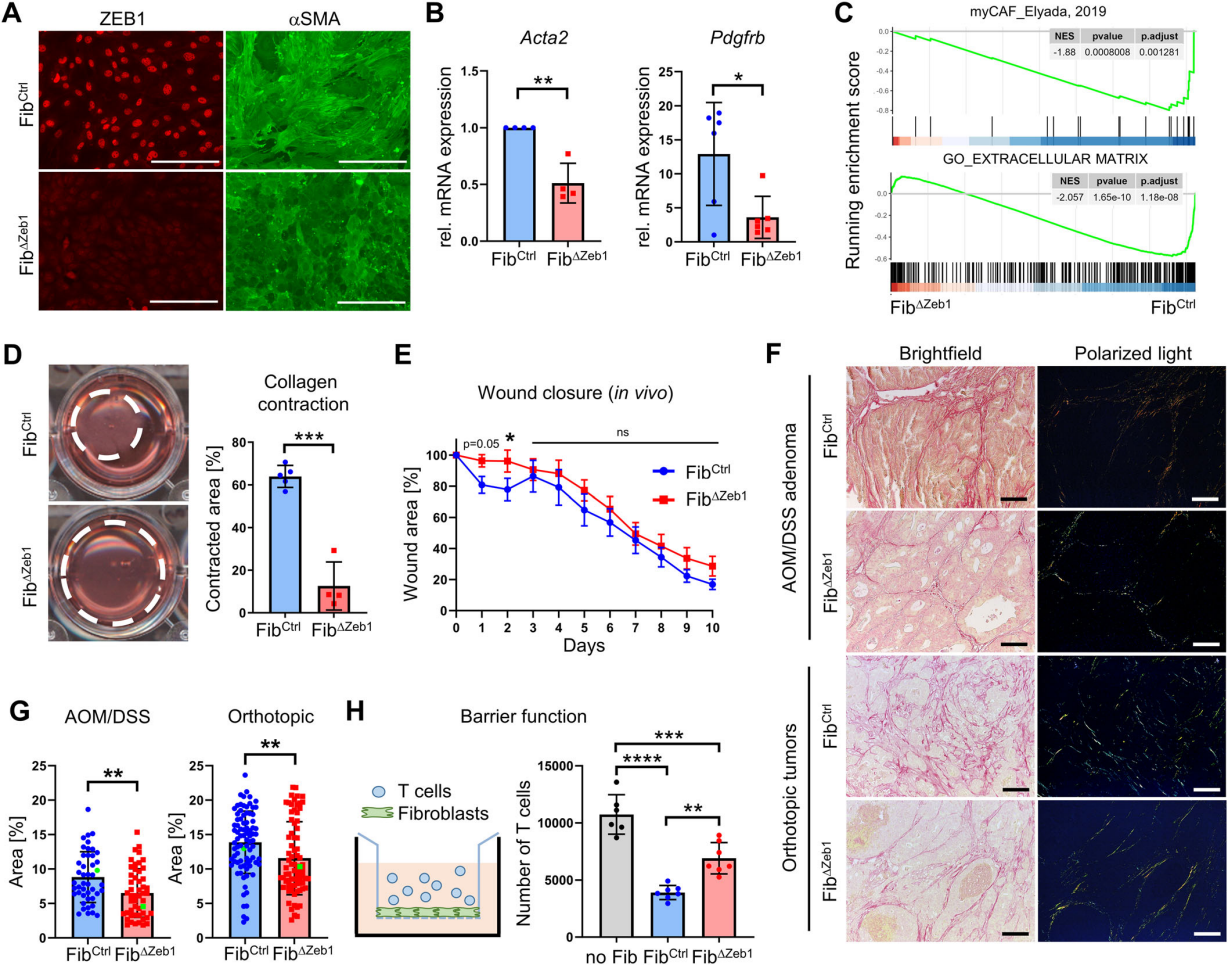
ZEB1 is critically involved in myofibroblast differentiation and functionality. (**A**) Representative IF staining of ZEB1 and αSMA in fibroblasts after in vitro recombination. (**B**) qRT-PCR analysis of myofibroblast markers *Acta2* and *Pdgfrb* in fibroblasts after in vitro recombination, (*n* = 4/6; 2 independent fibroblast lines per genotype in 2/3 biological replicates for *Acta2*/*Pdgfrb, Acta2*: *P* = 0.0014, *Pdgfrb*: *P* = 0.0190, Student’s *t* test). (**C**) Gene set enrichment analysis using myCAF and extracellular matrix (GO: 0031012) signatures. (**D**) Representative images and quantification of collagen contraction assay (*n* = 5/4 independent Fib^Ctrl^/Fib^ΔZeb1^ lines; *P* < 0.0001, Student’s *t* test). (**E**) Quantification of relative wound area in Fib^Ctrl^ and Fib^ΔZeb1^ mice during a skin wound healing model (*n* = 16/22), day 1: *P* = 0.0539, day 2: *P* = 0.0326, two-way ANOVA). (**F**, **G**) Representative images (**F**) and quantification (**G**) of Picrosirius red staining of tumor sections from Fib^Ctrl^ and Fib^ΔZeb1^ mice after AOM/DSS and orthotopic transplantation (45/50 image sets derived from *n* = 13/9 Fib^Ctrl^/Fib^ΔZeb1^ mice for AOM/DSS and 84/76 image sets derived from *n* = 8/9 Fib^Ctrl^/Fib^ΔZeb1^ mice for the orthotopic tumor model, AOM/DSS: *P* = 0.0023, orthotopic: *P* = 0.0015, Mann–Whitney test). Areas from representative images are marked in green. (**H**) Quantification of T-cell migration through a transwell insert alone or with a layer of fibroblasts after in vitro recombination of *Zeb1* (*n* = 7 independent lines, no Fib vs Fib^Ctrl^: *P* < 0.0001, no Fib vs Fib^ΔZeb1^: *P* = 0.0002, Fib^Ctrl^ vs Fib^ΔZeb1^: *P* = 0.0012, Tukey’s multiple comparisons test). Data information: Data are presented as mean ± SD (**B**, **D**, **G**, **H**) or mean ± SEM (**E**). Scale bars represent 200 µm (**A**) or 80 µm (**F**). Source data are available online for this figure.

### Loss of *Zeb1* in fibroblasts induces a pro-inflammatory tumor microenvironment

To clarify whether the inflammatory polarization in combination with the reduced collagen deposition of *Zeb1*-deleted CAFs affects tumor immune cell infiltration, we performed IHC analyses. Strikingly, in inflammation-induced AOM/DSS tumors, we found increased infiltration of CD4+ T cells and FOXP3+ Tregs, but not of CD8+ cells or F4/80+ macrophages into Fib^ΔZeb1^ tumors (Fig. 4A), indicating modulation of adaptive anti-tumor immunity. Concomitantly, increased B-cell infiltration and an overall upregulation of the immune checkpoint molecule PD-L1 were observed, suggesting tolerance induction upon T-cell activation. Similar to AOM/DSS adenomas, increased T- and B-cell infiltration and expression of PD-L1 was observed in Fib^ΔZeb1^ orthotopic tumors, reflecting sporadic CRC (Fig. 4B). Yet, in contrast to AOM/DSS tumors, CD8+ T cells and macrophages were enriched. Since the primary tumor size was comparable in Fib^Ctrl^ and Fib^ΔZeb1^ orthotopic tumors (Fig. EV1C,H,K), the observed T-cell infiltration apparently did not result in an effective anti-tumor response, presumably due to T-cell inactivity.

**Figure 4:**
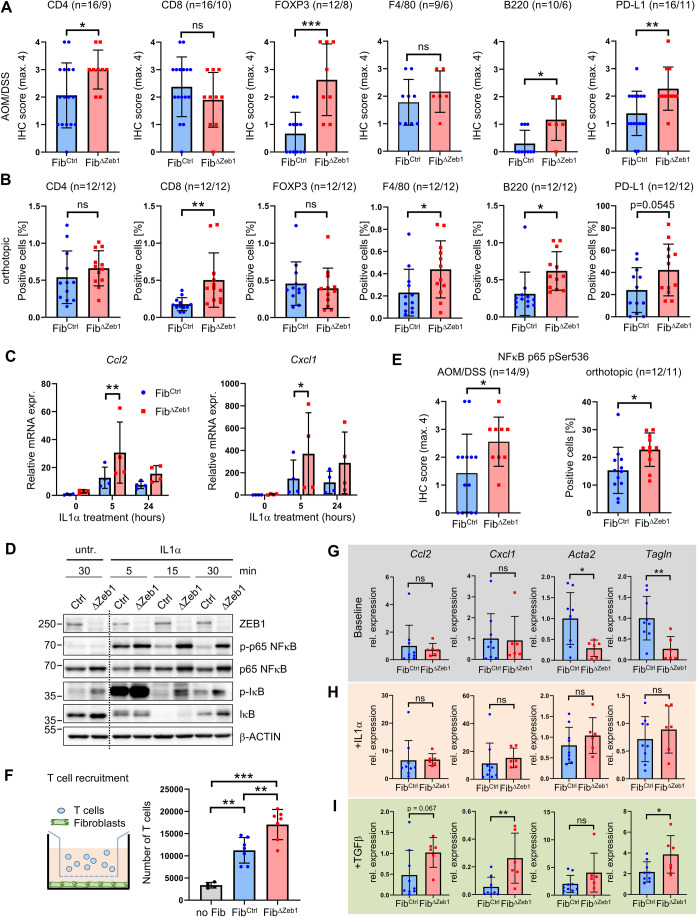
ZEB1 attenuates inflammatory signaling in fibroblasts and limits immune cell infiltration in multiple CRC models. (**A**, **B**) IHC-based quantification of immune cell infiltration and PD-L1 expression in tumors from Fib^Ctrl^ and Fib^ΔZeb1^ mice in the AOM/DSS model (**A**) and after orthotopic transplantation of AKP tumor organoids (**B**). Number of experimental mice per genotype are indicated (CD4, CD8, FOXP3, F4/80, B220, PD-L1: *P* = 0.0414, 0.2745, 0.0005, 0.3751, 0.0134, 0.0082 (AOM/DSS), *P* = 0.3383, 0.0068, 0.5852, 0.0401, 0.0122, 0.0545 (orthotopic), Student’s *t* test). (**C**) qRT-PCR analysis of *Cxcl1* and *Ccl2* mRNA expression in fibroblasts after in vitro recombination of *Zeb1* and stimulation with IL1α (*n* = 4, two independent fibroblast lines per genotype in two biological replicates, 0, 5, 24 h: *P* = 0.9248, 0.0070, 0.1816 (*Ccl2*), *P* = 0.9998, 0.0337, 0.0890 (*Cxcl1*), Šídák’s multiple comparisons test). (**D**) Western blot of NFκB pathway activity in fibroblasts after 15 min of IL1α stimulation. β-ACTIN detection was used as a loading control. (**E**) IHC-based quantification of phospho-NFκB p65 (Ser536) in mice after AOM/DSS tumorigenesis or transplantation of AKP^re^ organoids. Numbers of experimental mice per genotype are indicated (AOM/DSS: *P* = 0.0435, orthotopic: *P* = 0.0238, Student’s *t* test). (**F**) Quantification of T-cell attraction to fibroblasts after in vitro recombination of *Zeb1* (*n* = 7 independent lines, no Fib vs Fib^Ctrl^: *P* = 0.0014, no Fib vs Fib^ΔZeb1^: *P* < 0.0001, Fib^Ctrl^ vs Fib^ΔZeb1^: *P* = 0.0043, Tukey’s multiple comparisons test). (**G**–**I**) Fib^Ctrl^ and Fib^ΔZeb1^ fibroblasts were seeded in 3D ECM and expression of fibroblast subtype markers was quantified by qRT-PCR. Baseline marker expression of Fib^Ctrl^ and Fib^ΔZeb1^ fibroblasts without additional treatment (**G**) and after treatment with IL1α (**H**) or TGFβ (**I**) relative to the respective untreated condition (*n* = 9/6 for Fib^Ctrl^/Fib^ΔZeb1^ fibroblast lines, *Ccl2*, *Cxcl1*, *Acta2*, *Tagln*: *P* = 0.6830, 0.8861, 0.0184, 0.0084 (baseline), *P* = 0.9318, 0.5463, 0.3182, 0.7161 ( + IL1α), *P* = 0.0670, 0.0077, 0.1469, 0.0346 ( + TGFβ), Student’s *t* test). Data information: Data are presented as mean ± SD (**A**–**C**, **E**–**I**). Source data are available online for this figure.

To investigate if the differences between both models can be explained by the inflammatory environment in the AOM/DSS model, we employed another model of sporadic CRC, in which AOM-induced mutagenesis in combination with epithelial cell-specific *Tp53* deletion results in invasive CRC (Neufert et al, 2021; Schwitalla et al, 2013) (Fig. EV4A). Here, deletion of *Zeb1* in fibroblasts resulted in fewer, smaller and less invasive tumors, indicating delayed tumor progression in Fib^ΔZeb1^ mice in the AOM/p53 model (Fig. EV4B–D). We observed enhanced infiltration of CD4+ and CD8+ cells but no and only trending increase in FOXP3+ Tregs and stromal PD-L1 levels, respectively (Fig. EV4E). Collectively, our data show a context-dependent immunomodulatory role of ZEB1 expression in fibroblasts. This notion was supported by analysis of AOM/DSS tumors at day 50 during the acute phase of inflammation. Even before overt tumor outgrowth, significantly increased CD8+ and FOXP3+ cell infiltration was observed (Fig. EV4F–H), suggesting that the acute inflammation triggers a compensatory regulation of the immune microenvironment upon *Zeb1* loss in fibroblasts.

**Figure EV4:**
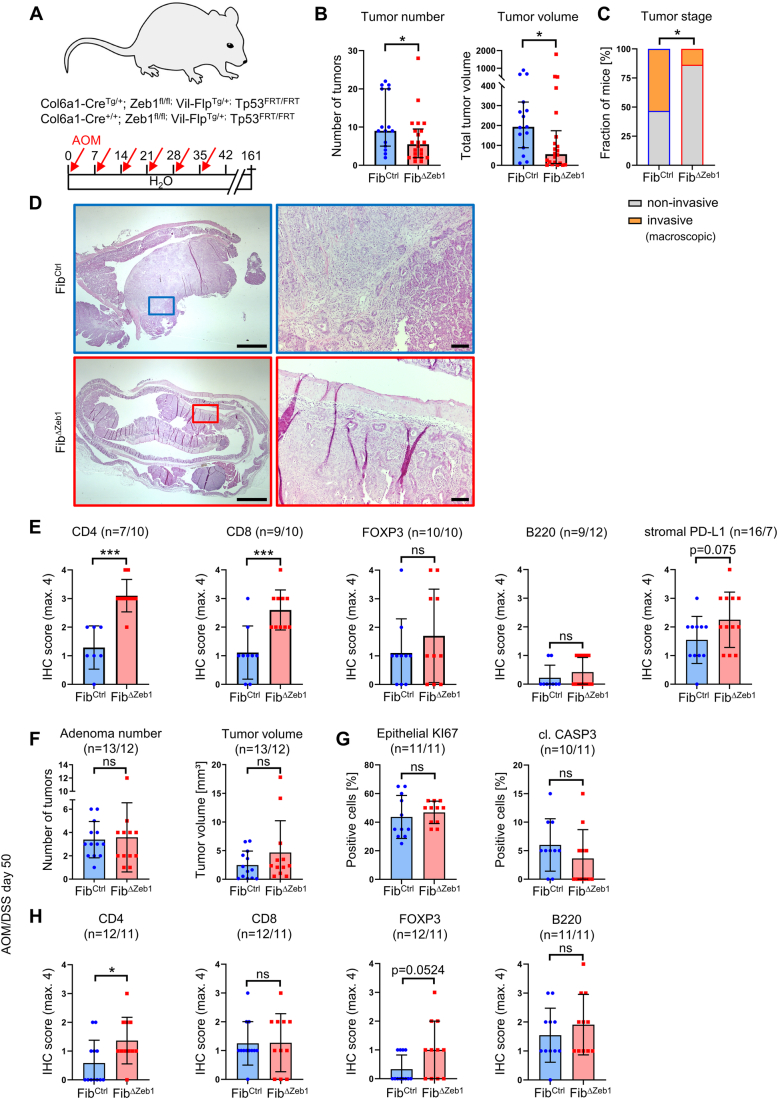
Loss of *Zeb1* in fibroblasts impairs tumor progression and increases T-cell infiltration in the invasive non-inflammation-driven AOM/p53 model. (**A**) Schematic representation of the AOM/p53 model. (**B**) Quantification of numbers and volumes of tumors in the colons of Fib^Ctrl^ and Fib^ΔZeb1^ mice at the endpoint (*n* = 15/22 for Fib^Ctrl^/ Fib^ΔZeb1^, number: *P* = 0.0433, volume: *P* = 0.0202, Mann–Whitney test). (**C**) Macroscopic evaluation of the most advanced/progressed tumor per mouse categorizing ‘T4’ as fully invasive (penetrating the muscle) or not (‘T1-T3’) (fraction of mice is given, *n* = 15/22 for Fib^Ctrl^/Fib^ΔZeb1^, *P* = 0.0252, Fisher’s exact test). (**D**) Representative H&E stainings with a higher magnification of the indicated region to the right. (**E**) IHC-based quantification of immune cell infiltration and stromal PD-L1 expression of tumors from Fib^Ctrl^ and Fib^ΔZeb1^ mice. Numbers of experimental mice per genotype are indicated (CD4, CD8, FOXP3, B220, PD-L1: *P* < 0.0001, *P* = 0.0010, 0.3618, 0.3748, 0.0745, Student’s *t* test). (**F**–**H**) AOM/DSS model until day 50 in Fib^Ctrl^ and Fib^ΔZeb1^ mice. Macroscopic analysis of early adenomas (number: *P* = 0.8339, volume: *P* = 0.2088, Student’s *t* test) (**F**) and IHC quantification of epithelial proliferation and cell death (KI67: *P* = 0.5403, cl. CASP3: *P* = 0.2773, Student’s *t* test) (**G**), as well as immune cell infiltration (**H**). Numbers of experimental mice per genotype are indicated (CD4, CD8, FOXP3, B220: *P* = 0.0296, 0.9515, 0.0524, 0.3996, Student’s *t* test). Data information: Data are presented as mean ± SD (**B**, **E**–**H**). Scale bars represent 1.5 mm (**D**, left) or 100 µm (**D**, right). Source data are available online for this figure.

To explore the mechanism for the altered immune cell infiltration in *Zeb1*-deficient CAFs, we tested the response of cultured fibroblasts to the chemokine IL1α, a crucial stimulator of inflammatory polarization in CRC CAFs (Nicolas et al, 2022). We monitored basal and IL1α-induced NFκB activation in cultured Fib^Ctrl^ and Fib^ΔZeb1^ fibroblasts by qRT-PCR and Western blot analyses. Upon stimulation, Fib^ΔZeb1^ fibroblasts showed increased expression of NFκB targets including *Ccl2* and *Cxcl1* that both have been described as iCAF markers (Biffi et al, 2019; Elyada et al, 2019; Nicolas et al, 2022) (Fig. 4C). Consistently, strongly increased levels of phosphorylated NFκB and IκBα were observed in lysates of Fib^ΔZeb1^ fibroblasts that were stimulated with IL1α for 15 min (Fig. 4D), when Fib^Ctrl^ cells already partially resolved the signal, suggesting an overshooting pathway activation. Indeed, immunostaining of phospho-NFκB showed increased pathway activity in both Fib^ΔZeb1^ AOM/DSS and orthotopic tumors (Fig. 4E). Furthermore, secretome analysis in cultured CAFs from AOM/DSS tumors identified increased basal levels of CCL2 upon *Zeb1* loss (Appendix Fig. S4A,B), which was confirmed by IHC (Appendix Fig. S4C). Notably, increased phospho-NFκB and CCL2 staining were also observed during the acute inflammation in Fib^ΔZeb1^ mice at day 50 of AOM/DSS treatment (Appendix Fig. S4D,E). Our data suggest that elevated cytokine production from *Zeb1*-deficient CAFs may act as a potent lymphocyte chemoattractant. Thus, the influence of Fib^Ctrl^ or Fib^ΔZeb1^ fibroblasts on T-cell recruitment was tested in a transwell migration assay using stimulated T cells in co-culture with fibroblasts, where migration was significantly increased towards a Fib^ΔZeb1^ fibroblast monolayer (Fig. 4F).

As a plastic cell population, the observed changes could result from an intrinsic differentiation bias, or a failure to respond to external signals. To tackle this question, we seeded CAFs in a 3D ECM, representing a quiescent status, or applied IL1α or TGFβ treatment, to direct them into the myCAF and iCAF lineages, respectively (Ohlund et al, 2017). qRT-PCR showed that under baseline conditions Fib^ΔZeb1^ expressed unaffected levels of iCAF markers (*Ccl2* and *Cxcl1*) but significantly reduced levels of myCAF markers (*Acta2* and *Tagln*) (Fig. 4G). While the induction of inflammatory genes by IL1α was comparable in this setting (Fig. 4H), after TGFβ addition Fib^ΔZeb1^ CAFs showed a striking defect to downregulate inflammatory genes (Fig. 4I). In contrast, the TGFβ-mediated induction of myCAF markers was less prominently affected. Collectively, our data indicate that ZEB1 limits the sensitivity of fibroblasts to NFκB-activating signals, which causes an iCAF bias affecting tumor immune infiltration.

### Loss of *Zeb1* in CAFs enhances the response of CRC to immune checkpoint blockade

Given the refractoriness of non-hypermutated CRC to ICB therapy, the increased immune cell infiltration and induction of checkpoint molecules observed in Fib^ΔZeb1^ mice may point to a strategy to render MSS tumors more sensitive. We investigated this hypothesis in orthotopic and AOM/DSS tumors. Following transplantation of AKP^re^ organoids, tumor-bearing mice were injected subcutaneously with anti-PD-L1 antibodies for 3 weeks. Strikingly, anti-PD-L1 therapy but not control IgG significantly delayed tumor growth of Fib^ΔZeb1^ in comparison with Fib^Ctrl^ mice, eventually resulting in smaller Fib^ΔZeb1^ tumors at the endpoint (Fig. 5A,B). In addition, infiltration of CD4+ , CD8+ T cells, and B cells was further increased by ICB in tumors from treated Fib^ΔZeb1^ mice, whereas FOXP3+ cells were not affected. PD-L1 expression was reduced in Fib^ΔZeb1^ mice upon ICB, indicating successful reactivation of the adaptive immune response (Fig. EV5A). In a more clinically relevant setting, we explored whether ICB sensitivity is also induced by later *Zeb1* deletion, when tumors have already formed. For this purpose, we inactivated *Zeb1* in orthotopic tumors simultaneously with ICB administration (Fig. EV5B–D). Although not significant, a similar trend towards smaller tumors was observed in Fib^ΔZeb1^ mice, when *Zeb1* was depleted from a preformatted immune TME. In autochthonous AOM/DSS tumors, we employed dual ICB targeting PD-L1 and CTLA-4, as we found a substantial increase in the number of Tregs in tumors of Fib^ΔZeb1^ mice in this model (Fig. 4A). Tumor growth was monitored longitudinally via endoscopy, and adenoma-bearing mice were subjected to ICB after recovery from cyclic DSS-induced inflammation at day 70. Strikingly, dual ICB abrogated tumor growth in Fib^ΔZeb1^ mice combined with a more robust increase in CD8+ T cells, ablation of FOXP3+ cells, and reduced PD-L1 expression (Figs. 5C,D and  EV5E). Together, our analyses demonstrate that loss of *Zeb1* in fibroblasts induces sensitivity to ICB in both colitis-induced and sporadic tumor models.

**Figure 5:**
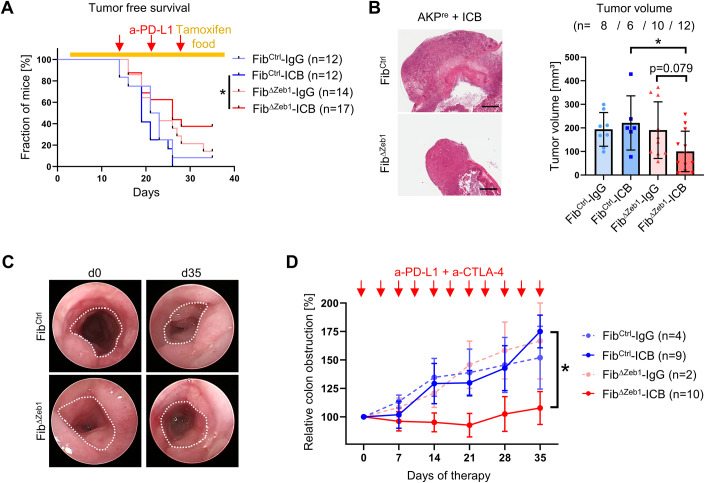
Loss of *Zeb1* in fibroblasts enables response to ICB therapy. (**A**) Kaplan–Meier analysis showing tumor-free survival of Fib^Ctrl^ and Fib^ΔZeb1^ mice after orthotopic transplantation of AKP^re^ organoids and intraperitoneal injection of anti-(a)-PD-L1 antibodies or control IgGs, as indicated by red arrows. Recombination of *Zeb1* was induced by tamoxifen food starting from day (d) 3. Mice were considered tumor-free if no tumor was detected by palpation. Numbers of experimental mice per condition are indicated (Fib^Ctrl^-ICB vs Fib^ΔZeb1^-ICB: *P* = 0.0189, Mantel–Cox test). (**B**) Representative H&E images and quantification of tumor volumes after orthotopic transplantation of AKP^re^ tumor organoids and ICB. Only tumors collected after d28 were included in this analysis. Number of experimental mice per condition are indicated. IgG-treated mice contributed to the initial AKP^re^ analysis (Fib^Ctrl^-ICB vs Fib^ΔZeb1^-ICB: *P* = 0.0397, Fib^ΔZeb1^-IgG vs Fib^ΔZeb1^-ICB: *P* = 0.0792, Šídák’s multiple comparisons test). (**C**, **D**) ICB in the AOM/DSS model, applied by intraperitoneal injection of a-PD-L1 and a-CTLA-4 antibodies or control IgGs. Starting at d70 of AOM/DSS tumorigenesis antibodies were administered two times/week to all mice with at least 25–30% colon obstruction. This time point corresponds to d0 of ICB. Representative endoscopic images at d0 and d35 of ICB in the AOM/DSS model. Dotted line indicates unobstructed areas (**C**). Quantification of colon obstruction relative to d0 (**D**). Numbers of experimental mice per condition are indicated (Fib^Ctrl^-ICB vs Fib^ΔZeb1^-ICB: two-way ANOVA, day 35: *P* = 0.0211. Data information: Data are presented as mean ± SD (**B**) or mean ± SEM (**D**). Scale bars represent 1 mm (**B**). Source data are available online for this figure.

**Figure EV5:**
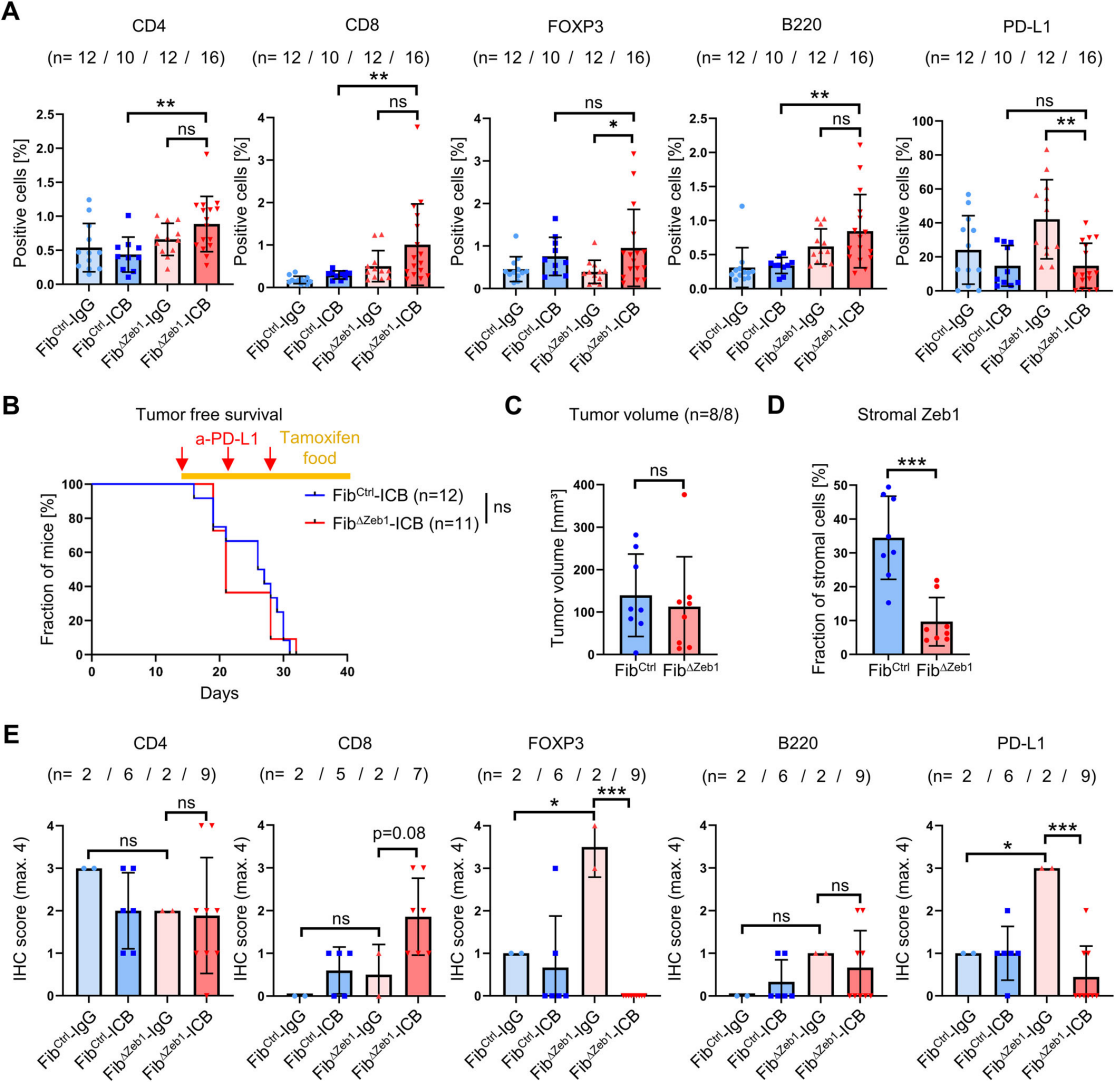
Monitoring of immune cell infiltration after ICB and effect of late-stage deletion of *Zeb1* on ICB. (**A**) IHC-based quantification of immune cell infiltration and PD-L1 expression in tumors from Fib^Ctrl^ and Fib^ΔZeb1^ mice after orthotopic transplantation of AKP^re^ organoids and intraperitoneal injection of a-PD-L1 antibodies or control IgGs. Numbers of experimental mice per condition are indicated (CD4, CD8, FOXP3, B220, PD-L1: *P* = 0.0032, 0.0076, 0.6442, 0.0027, >0.9999 (Fib^Ctrl^-ICB vs Fib^ΔZeb1^-ICB), p = 0.1568, 0.0525, 0.0304, 0.2150, 0.0004 (Fib^ΔZeb1^-IgG vs Fib^ΔZeb1^-ICB), Šídák’s multiple comparisons test). IgG-treated mice contributed to initial AKP^re^ analysis (Fig. 1). (**B**) Kaplan–Meier analysis showing tumor-free survival of Fib^Ctrl^ and Fib^ΔZeb1^ mice after orthotopic transplantation of AKP^re^ organoids and intraperitoneal injection of a-PD-L1 antibodies or control IgGs, as indicated by red arrows. Recombination of *Zeb1* was induced by tamoxifen food starting from day (d) 14. Mice were considered tumor-free if no tumor was detected by palpation. Numbers of experimental mice per condition are indicated (*P* = 0.7583, Mantel–Cox test). (**C**) Quantification of tumor volumes after orthotopic transplantation of AKP^re^ tumor organoids and ICB with late recombination of *Zeb1*. Only tumors collected after d28 were included in this analysis (*n* = 8 independent mice, *P* = 0.6276, Student’s *t* test). (**D**) IF-based quantification of stromal cells expressing ZEB1 (*n* = 8/8 independent mice for Fib^Ctrl^/Fib^ΔZeb1^, *P* = 0.0002, Student’s *t* test). (**E**) IHC-based quantification of immune cell infiltration and PD-L1 expression in AOM/DSS tumors from Fib^Ctrl^ and Fib^ΔZeb1^ mice receiving ICB (2 intraperitoneal injections of a-PD-L1 and a-CTLA-4 antibodies or control IgGs per week starting at d70 of AOM/DSS tumorigenesis). Numbers of experimental mice per condition are indicated (CD4, CD8, FOXP3, B220, PD-L1: *P* = 0.9902, 0.0802, <0.0001, 0.0070, 0.0003 (Fib^ΔZeb1^-IgG vs Fib^ΔZeb1^-ICB), *P* = 0.6241, 0.7615, 0.0070, 0.3163, 0.0144 (Fib^Ctrl^-IgG vs Fib^ΔZeb1^-IgG), Šídák’s multiple comparisons test). Data information: Data are presented as mean ± SD (**A**, **C**–**E**). Source data are available online for this figure.

## Discussion

Functional diversification of CAFs is a result of coevolution with tumor cells in the TME. Using autochthonous and organoid transplantation models of CRC, we have discovered a key role of ZEB1 in governing this plasticity. *Zeb1* deletion severely impairs myofibroblastic and modulates inflammatory CAF functions, jointly affecting immune cell infiltration. Consequently, inflammation-driven adenoma formation is augmented, yet more progressed cancer models show reduced invasiveness and metastasis. Despite this stage-dependent outcome, the common immunomodulation leads to checkpoint activation in Fib^ΔZeb1^ tumors. We show that targeting ZEB1 sensitizes to ICB reinforcing a translational rationale to target specific CAF subtypes for therapy of MSS tumors.

Our data identify that ZEB1 in CAFs acts as an immunosuppressor that promotes malignant progression. As both archetypes, i.e., iCAFs and foremost myCAFs, are strongly dysregulated in the absence of ZEB1, we conclude that ZEB1 controls general CAF plasticity. This is supported by our single-cell analysis in both models, the impaired myofibroblastic functionality and the augmented response to inflammatory stimuli in vitro. While previous reports have established that EMT(-related-) TFs ZEB1, SNAIL, TWIST, and PRRX1 can regulate the classical mechanoinvasive features of CAFs directly affecting tumor malignancy (Feldmann et al, 2021; Stanisavljevic et al, 2015; Yeo et al, 2018), our data highlight a critical impact of CAF plasticity on modulation of anti-tumor immunity that may contribute to the poor prognosis reported in breast and pancreatic cancer patients with elevated ZEB1+ stromal cells (Bronsert et al, 2014; Ouled Dhaou et al, 2020).

As mechanistic basis for enhanced inflammation and immune cell infiltration, we show reduced collagen deposition, increased inflammatory signaling and chemoattraction in *Zeb1*-deficient CAFs collectively modulating the immune TME. The stage-dependent consequences can be explained by the known tumor-promoting role of inflammation in the AOM/DSS model (Greten et al, 2004; Koliaraki et al, 2015; Neufert et al, 2007; Neufert et al, 2021; Schmitt and Greten, 2021). Consistently, phospho-NFκB and CCL2 levels were upregulated already during the acute phase of inflammation, and we found strongly increased infiltration of B cells, CD4+ T cells and FOXP3+ Tregs in Fib^ΔZeb1^ tumors accompanied by enhanced PD-L1. CD8+ T cells were unaffected, yet strongly induced upon dual ICB, indicating an immune checkpoint involving Tregs. This agrees with previous reports on tolerance induction in AOM/DSS and colitis-associated CRC (Olguin et al, 2018; Pastille et al, 2014; Yassin et al, 2019). In contrast, increased CD8+ T cells and delayed tumor progression in the sporadic Fib^ΔZeb1^ tumors showed an unaffected FOXP3+ infiltration, pointing towards Tregs as part of a compensatory immunomodulatory mechanism in the AOM/DSS model. Taken together, we conclude that loss of *Zeb1* in CAFs facilitates inflammation, immune infiltration, and co-activated immunosuppression.

We furthermore identified ZEB1 as an important regulator balancing myofibroblastic and inflammatory functions of CAFs. Of note, TGFβ signaling has been shown essential for the acquisition of classical myofibroblast phenotypes (Biffi et al, 2019; Elyada et al, 2019; Sahai et al, 2020; Tauriello et al, 2018; Tauriello et al, 2022) and in tumor cells, ZEB1 is a key mediator of TGFβ signaling (Krebs et al, 2017; Schuhwerk et al, 2022; Stemmler et al, 2019). Our data indicates that ZEB1 acts downstream of TGFβ signaling and facilitates myofibroblast polarization at least in part by downregulation of inflammatory gene expression. Consistently, *Zeb1*-deleted fibroblasts displayed increased NFκB activation in vitro and in vivo. In this regard, it is important to mention that ZEB1 has been shown as a direct transcriptional (co-)inducer of inflammatory gene expression, like IL6, IL8 and others in several cell types, such as breast cancer cells and fibroblasts (Fu et al, 2019; Katsura et al, 2017), corneal fibroblasts, hematopoietic and myeloid cells (Cortes et al, 2017; Liang et al, 2022; Qian et al, 2021; Scott and Omilusik, 2019; Wang et al, 2009). Together these data suggest that ZEB1 elicits context-dependent effects on inflammation.

The sensitization of unresponsive tumors to ICB that was observed in two independent mouse CRC models points towards a more general CAF-engaging immune checkpoint in CRC, in line with the refractoriness of non-hypermutated tumors (Le et al, 2015; Tauriello et al, 2022). Thus, ZEB1 expression in CAFs may serve as a negative predictive marker for ICB efficacy and agents that interfere with ZEB1 function may be beneficial to enhance immune infiltration and ICB sensitivity. Yet, before clinical translation is possible several limitations need to be considered: Because pharmacologic targeting of ZEB1 as a TF is challenging, new strategies will be required such as the development of PROTACs. Alternatively, interference with ZEB1 downstream programs could allow to modulate CAF identities. For instance, inhibiting the DNA damage response (DDR) kinase ATM has recently been shown to inhibit myofibroblastic features, increase immune infiltration and sensitize to immune checkpoint therapy in subcutaneous tumor models (Mellone et al, 2022). In this regard, we recently discovered an actionable vulnerability in ZEB1^high^ cancer cell sub-populations by inhibiting the DDR nuclease MRE11 (Schuhwerk et al, 2022). In addition, a more detailed understanding will be essential, how CAF polarization affects the tumor immune environment in patients. Here in particular, the impact of standard therapies should be considered, because radiotherapy-induced senescence in iCAFs favors therapy resistance and a poor outcome in rectal cancer (Nicolas et al, 2022). Likewise, ablation of αSMA-high myCAFs, or deletion of type 1 collagen in myofibroblasts was shown to aggravate disease course in PDAC and experimental liver metastasis (Bhattacharjee et al, 2021; Chen et al, 2021; Ozdemir et al, 2014). Hence, targeting regulators of CAF plasticity, rather than fully depleting integral components of the ECM or CAFs in general, may be beneficial. Our study suggests that reduction of ZEB1 in CAFs may turn immunologically “cold” into “hot” CRCs and thereby sensitize patients to ICB. Given the known role of ZEB1 in tumor cells to induce EMT, stemness, and chemoresistance, combined targeting of ZEB1 in fibroblast and tumor cells might act synergistically to improve CRC therapy. However, correct timing may be crucial to allow reformatting of the immune TME for efficient sensitization to ICB.

## Methods

### Ethics statement

Animal husbandry and all experiments were performed according to the European Animal Welfare laws and guidelines. The protocols were approved by the committee on ethics of animal experiments of Bavaria (Regierung von Unterfranken, Würzburg; TS-18/14, 55.2-DMS-2532-2-270, -2-952, and -2-1133) and of Hessen, Germany (Regierungspräsidium Darmstadt F123/1031, F123/1040, and F123/2001). Power analysis was used to calculate the sample size required for animal experiments. Animals were kept on a 12:12 h light-dark cycle and provided with food and water ad libitum in the animal facilities of the Friedrich-Alexander University of Erlangen-Nürnberg and the Georg-Speyer-Haus Frankfurt. Col1a2-CreERT2^Tg/+^;*Zeb1*^*fl/fl*^ and Col6a1-Cre^Tg/+^;*Zeb1*^*fl/fl*^ mice were kept on FvB and C57BL/6 backgrounds, respectively. Col6a1-Cre^Tg/+^;*Zeb1*^*fl/fl*^;Vil-Flp^Tg/+^;*Tp53*^*FRT/FRT*^ Fib^ΔZeb1^ mice were kept on a mixed FvB/C57BL/6 background.

### Mouse models of CRC

Rosa26-tdTomato (Madisen et al, 2010); RRID:IMSR_JAX:007914) and Rosa26-mTmG (Muzumdar et al, 2007); RRID:IMSR_JAX:007576) mice have been described previously. Conditional *Zeb1* knockout mice (Brabletz et al, 2017); MGI:5901939) were crossed with mice expressing Col6a1-Cre (Armaka et al, 2008); GI:3775430) or Col1a2-CreERT2 (Zheng et al, 2002); RRID:IMSR_JAX:029567) to generate Cre-positive Fib^ΔZeb1^ mice or Cre-negative Fib^Ctrl^ mice. Age-matched littermates of both sexes were used for experiments and randomly assigned to groups within genotypes. Genotyping primer sequences are listed in Appendix Table S1.

AOM/DSS driven adenoma were induced as described (Neufert et al, 2007). Briefly, mice were injected intraperitoneally (i.p.) with 10 mg/kg of azoxymethane (AOM, Sigma, A5486) in 0.9% NaCl), prior to administration of three cycles of 1.75% dextran sulfate sodium (DSS, MP Biomedicals, SKU-0216011080) in the drinking water ad libitum, each interrupted by 2 weeks of regular water and finally sacrificed at day 84 or at ethical endpoints. A separate cohort of mice was sacrificed at day 50 at the peak of inflammation. Colonic inflammation and tumor growth was monitored by endoscopy under isoflurane anesthesia employing the Colorview endoscopic system (Karl Storz), as described before (Becker et al, 2006), expressed as numbers of adenoma and/or the maximal colon obstruction by the adenoma in percent of the full colonic diameter at the most blocked site. Colonic inflammation was visually scored from ‘0’ (zero) to ‘4’ (four), with ‘0’ representing normal, ‘1’ signs of thickening, increased vascularity, and/or fibrin visible, moderate granularity and/or stool being still shaped, ‘2’ stronger thickening, vascularization, granularity and unshaped stool (no blood), ‘3’ loss of transparency, extreme granularity, rectal blood (clots) and/or traces of blood in the mucosa and/or in the unshaped or spread stool, and ‘4’ (partially) liquid stool, several sites of bloody mucosal damage or non-rectal liquid blood in the colon. Stool consistency was scored individually from ‘1’ to ‘4’ as well, with ‘0’ being normal and solid, ‘1’ softer than usual, ‘2’ unshaped, ‘3’ almost liquid but containing solid pieces of stool and/or containing traces of (clotted) blood, ‘4’ being liquid and/or mostly bloody. For immune checkpoint inhibition, mice were injected i.p. with anti-PD-L1 (BXC-BE0101) and anti-CTLA-4 (BXC-BE0131) antibodies or isotype controls (BXC-BE0094 and BXC-BP0087) twice per week (10 mg/kg each, Bio X cell). Therapies started at day 70 for all mice, unless colon obstruction by adenomas did not reach 25–30%, as determined by endoscopy. Adenoma growth was then monitored weekly via endoscopy, and mice were sacrificed at day 105.

The AOM/p53 model was based on the previously reported Tp53ΔIEC model (Neufert et al, 2021; Schwitalla et al, 2013), using Villin-Flp mediated recombination and intestinal epithelium-specific inactivation of biallelic FRT-flanked *Tp53* (intron 1 and 10). Experimental animals were generated by sequential crossings to generate experimental Col6a1-Cre^Tg/+^;*Zeb1*^*fl/fl*^;Vil-Flp^Tg/+^;*Tp53*^*FRT/FRT*^ Fib^ΔZeb1^;Δp53 and Col6a1-Cre^+/+^;*Zeb1*^*fl/fl*^;Vil-Flp^Tg/+^;*Tp53*^*FRT/FRT*^ Fib^Ctrl^;Δp53 littermates. AOM/p53 tumors were induced by six weekly doses of AOM (10 mg/kg, i.p.) in 0.9% NaCl, as described previously (Neufert et al, 2021; Schwitalla et al, 2013). Tumor growth was monitored by endoscopy as in the AOM/DSS model and animals were sacrificed after 161 days or at any other ethical endpoint.

Orthotopic transplantation of tumor organoids was performed as described (Fumagalli et al, 2018). In brief, AKP or AKP^re^ organoids were mechanically dissociated, seeded in high-concentration collagen pads (6.5 mg/mL) and allowed to recover for 48 h. Collagen pads were transplanted below the *muscularis externa* of the mouse cecum, and serosal wounds were covered by an anti-adhesion barrier. Recombination of *Zeb1* was induced at day 14 for AKP organoids and at day 4 for AKP^re^ organoids by 400 mg/kg tamoxifen diet (custom order based on Altromin 1824P). Tumor growth was monitored three times a week by palpation, and mice were sacrificed when tumors exceeded 1 cm in diameter. For immune checkpoint inhibition, mice were injected i.p. with anti-PD-L1 (Bio X cell, BE0101) or matched control antibodies (Bio X cell, BE0090) at days 14, 21, and 28. To ensure equal treatment of mice, only tumors collected after day 28 were considered for size comparison. For AKP^re^ transplantation, only a small batch of untreated mice was used, and most analyses were performed in mice treated with control antibodies as mentioned in the figure legends for the reduction of mouse numbers.

### Skin wound healing

Wound closure of a skin excision wound in mice was determined for 10 days (Lin et al, 2011). Briefly, circular wounds were applied under sterile conditions in anaesthetized mice into the dorsum after depilation. The dorsal skin was lifted at the midline and punched through two layers of skin using a disposable biopsy punch (6 mm in diameter, Kai medical, Solingen #BP-60F). Wound size was determined at indicated time points with a digital calliper and by transferring wound outline to a transparent film for area calculation using ImageJ.

### Organoid culture and genetic engineering

Primary mouse intestinal organoid cultures were established as reported (Fan et al, 2019). Briefly, mouse colons were cut into small fragments, washed with PBS, and epithelial crypts were dissociated by incubation with 10 mM EDTA, passed through a 100 µm mesh and collected by centrifugation. Colon crypts were seeded at high density in BME (R&D Systems, 3533-010-02) and cultured in Advanced DMEM/F12 (Thermo Fisher Scientific, 12634028) with 20% Wnt3a conditioned medium, 10% Noggin conditioned medium, 10% R-spondin1 conditioned medium, B27 supplement (Thermo Fisher Scientific, 17504-044), 500 mM N-Acetylcysteine (Merck, A9165), 500 µg/mL human EGF (Peprotech, AF-100-15) and 500 µM A83-01 (Tocris, 2939/10). Established organoids were passaged twice a week by mechanical dissociation and reseeding.

For generation of tumor organoids, colons from Lox-Stop-Lox-Kras^G12D^ mice were used (Jackson et al, 2001). Both *Apc* and *Tp53* alleles were mutated by co-transfection of Cas9 with the respective sgRNA plasmids. The oncogenic *Kras*^*LSL.G12D*^ allele was recombined by pAC1-Cre (ATCC, 39532) transfection. Modified lines were clonally expanded, and successful modification confirmed by Sanger sequencing. The hCas9 and gRNA_GFP-T2 plasmids were a kind gift from George Church (Addgene plasmids #30205 and #41820) and the Apc sgRNA plasmid kindly provided by Hans Clevers (Schwank et al, 2013). sgRNA oligonucleotides targeting *Tp53* (sense: 5’-GTTTTAGAGCTAGAAATAGCAAG-3’ antisense: 5’-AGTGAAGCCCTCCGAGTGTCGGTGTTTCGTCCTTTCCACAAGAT-3’) were inserted into gRNA_GFP-T2 plasmid by inverse cloning as published (Schwank et al, 2013).

Tumor organoids from established tumors were obtained by enzymatic digestion of primary tumors with 0.1% Collagenase I (Thermo Fisher Scientific, 17018029), 0.2% Dispase II (Merck, D4693) and 2 U/mL DNase I (New England Biolabs, M0303L). Cells were passed through a 40 µm mesh and seeded at high density in BME.

### Primary colon fibroblast isolation and culture experiments

For fibroblast cultures, normal colon fragments after epithelial crypt isolation or minced AOM/DSS tumors were washed in PBS and further incubated with 10 mM EDTA. After 1 h, tissue fragments were seeded into 10-cm culture plates coated with 0.1% gelatine (Sigma, G2500) in DMEM (Thermo Fisher Scientific, 31966-047) with 10% FBS (Sigma, F7524) and Pen/Strep (Thermo Fisher Scientific, 15140-122). After several days, fibroblasts expanded from tissue fragments attached to the plates, which were collected by trypsinization and propagated as regular two-dimensional cell cultures on gelatine-coated plates. Rates of proliferation were analyzed by plating 200 fibroblasts in hexaplicates in 96-wells grown for 10 days, respectively, and cell confluence was determined by live-cell microscopy using an IncuCyte S3 instrument (Sartorius). Cell senescence was determined by the Senescence β-Galactosidase Staining Kit (Cell Signaling, 9860) 3 days after plating 1 × 10^4^ fibroblasts in six-well plates according to the manufacturer’s instructions. SA-β-Gal positive and total cell numbers were counted from 15 random images each (>700 cells per line).

For the collagen contraction assay, 1 × 10^5^ fibroblasts were seeded in 500 µL Collagen I solution (Thermo Fisher Scientific, A1048301) adjusted to 1 mg/mL according to the manufacturer’s instructions into a 24-well suspension plate. After polymerization of collagen, the collagen disks were detached from the plate and contraction was determined by monitoring the area of the discs over time.

For the barrier function and T-cell attraction assays, splenocytes were isolated from OT1 mice (Hogquist et al, 1994). T cells were stimulated by the addition of SIINFEKL peptide (AnaSpec, AS-60193-1) for 4 h and expanded for 3 days prior to an experiment. For the barrier function assay, 12-well transwells with 8-µm pore size (Greiner, 665638) were coated with 0.1% gelatine, and 2 × 10^5^ fibroblasts were seeded on top of the transwell. After 48 h, 3 × 10^4 ^ T cells were added on top of the confluent fibroblast layer and cells in the lower compartment were monitored microscopically. For the T-cell attraction assay, 1 × 10^5^ fibroblasts were seeded into a 12-well adhesion culture plate. After 24 h, a transwell with 3-µm pore size (Corning, CLS3462-48EA) containing 3 × 10^4^ T cells was added to the well, and attracted cells in the lower compartment were monitored microscopically.

For inflammatory activation, colon fibroblasts were plated in a six-well plate and after 24 h treated with 1 ng/mL murine recombinant IL1α (Biolegend, 575002) in PBS for the indicated periods. The medium was replaced by 1 mL of fresh medium 2 h before treatment and supplemented with 1 mL 2 ng/mL IL1α containing medium at the starting point. At indicated time points, cells were harvested and processed for RNA and protein isolation.

For analysis in 3D, 2 × 10^5^ fibroblasts were seeded in 8 × 25 µL of BME and cultured in Advanced DMEM/F12. Cells were analyzed either untreated or treated with 10 ng/mL recombinant hTGFβ (Peprotech, 100-21) or 1 ng/mL recombinant mIL1α. Medium was replaced by fresh medium every 24 h and cells were harvested and processed for RNA isolation after 96 h.

### Histology, immunohistochemistry (IHC), and immunofluorescence (IF)

Tumors of orthotopic transplantation were dissected and fixed in 4% PFA/PBS overnight at 4 °C. For histological and IHC analyses, paraffin-embedded tumors were sectioned at 3 µm and stained using the Bond-Max device (Leica) and the Bond Polymer Refine Detection system (Leica, DS9800). Sections were imaged using an Aperio CS2 digital pathology slide scanner (Leica) and marker expression was quantified with macros in Aperio ImageScope (v12.4).

AOM/DSS and AOM/p53 colons were collected, flushed with PBS and longitudinally opened for imaging and determining tumor sizes and numbers using a caliper. Colons were mounted as Swiss Rolls, fixed in 4% PFA/PBS overnight at 4 °C, paraffin-embedded, sectioned at 3–4 µm and subjected to hematoxylin/eosin (H&E), IHC or IF staining as described previously (Krebs et al, 2017). After antibody incubations, washing steps, and DAB reactions, the slides were counterstained with Mayer’s hematoxylin before dehydration and mounting (Roti®-Histokitt, 6638.2). Analysis and image acquisition was performed using a Leica DM5500B microscope. Scoring of infiltration into AOM/DSS tumors was estimated from the cellularities of infiltrated cell-type marker-positive cells on IHC slides, with none (0), rare (1), few (2), several (3), and many/abundant (4) classification. For anti-ZEB1 IF of Fib^Ctrl^/Fib^ΔZeb1^ (Col6a1-Cre) mice, cryosections from fresh frozen colon specimens were fixed in 4% PFA for 10 min, permeabilized for 10 min in 0.25% Triton X-100/PBS, blocked in 3% BSA/PBS and incubated with anti-ZEB1 antibodies. After washing and incubation with Alexa594-conjugated secondary antibodies, DAPI-stained sections were mounted (Antifadent AF1, Citifluor). Images were acquired using a Leica DM5500B microscope.

For immunofluorescence staining of tumors from orthotopic transplantation, citrate-based antigen retrieval was applied with deparaffinized sections. Slides were blocked with 20% goat serum (Merck, G9023) in PBST and stained for 1 h with primary antibodies and for 30 min with secondary Alexa488/647-conjugated antibodies. Sections were imaged using an Evos FL microscope and marker expression was quantified using CellProfiler (McQuin et al, 2018). Antibodies and dilutions are listed in Appendix Table S2.

### Multiplex immunofluorescence analysis

FFPE sections (3 μm) from orthotopic tumors (AKP) were stained with Opal 7‐Color Automation IHC Kits (Akoya Bioscience) in the BOND‐RX Multiplex IHC Stainer (Leica) following established protocols (Strack et al, 2020). Each section was put through 6 sequential rounds of staining, which included blocking in 5% BSA followed by incubation with primary antibodies; for staining conditions see Appendix Table S2. Nuclei were counterstained with 4′,6‐diamidino‐2‐phenylindole (DAPI) contained in the Opal 7‐Color Automation IHC Kits and slides were mounted with Fluoromount‐G (SouthernBiotech). Imaging was performed with the PhenoImager HT imaging system (Akoya Bioscience). Tumor regions of interest were defined manually, and out-of-focus images or high background signals were excluded from further analysis. Images were analyzed using the phenotyping application of the ‘inForm’ software V2.54.10 (Akoya Bioscience) and the fluorescence intensities for individual cells were exported. Epithelial cells (33 ± 6%) and immune cells (12 ± 5%) were excluded by EPCAM or CD45 intensity thresholds, respectively. CAFs (7 ± 2%) were separated from other cells by thresholds of αSMA, C3 or MHCII. Assigned phenotypes were myCAFs (αSMA+ , C3−, MHCII−), iCAFs (C3+ , αSMA−, MHCII−), apCAFs (MHCII+ , αSMA−, C3−) and mixed myCAF/iCAF identity (αSMA+ , C3+ , MHCII−). Cell numbers were then exported and statistically analyzed by Student’s *t* test. Normalized intensity values of αSMA, C3 and MHCII were used to plot CAFs by UMAP (umap V0.2.10.0) and to display the staining intensities and the cell density distribution (*ndensity*, ggplot2 V3.4.2).

### Picrosirius red staining

Slides were deparaffinized, rehydrated, and then incubated in Picrosirius Red solution (abcam, ab246832) for 1 h at RT before washing in 0.5% acidified water, dehydration, and mounting (Roti®-Histokitt, 6638.2). Polarized light imaging was done by using a Leica DM5500B microscope equipped with a polarization filter to monitor green thinner collagen fibers and yellow-orange bundled fibers by refraction and birefringence. Percentages of total stained areas were analyzed on polarized light images using CellProfiler by RGB conversion, global background-based thresholding for pixel identification, followed by binary image generation of each channel for measuring area occupied by pixels.

### Western blot analysis

Protein extraction and western blotting were carried out as described (Krebs et al, 2017; Schuhwerk et al, 2022). Briefly, cells grown in 6-well plates were lysed in 150 mM NaCl, 50 mM Tris-HCl pH 8.0, 0.5% Na-Desoxycholate (w/v), 0.1% SDS (w/v), 1% NP40 (v/v), 1× complete protease inhibitor (Roche, 4693132001), 1 mM PMSF, 1× PhosSTOP (Roche, 4906837001) for 20 min at 4 °C. Protein concentrations were determined by using the BCA Protein Assay (Thermo Fisher Scientific, 23225) according to manufacturer’s instructions. Up to 30 µg of protein lysate was separated by SDS-PAGE and transferred to nitrocellulose membranes before antibody incubation. Detection was carried out using Western Lightning Plus-ECL (Perkin Elmer, NEL103001EA) and a ChemiDoc^TM^ Imaging System (BioRad). Antibodies and dilutions are listed in Appendix Table S2.

### Secretome analysis

For secretome analysis, a commercially available secretome array kit was used (R&D systems, ARY028) according to the manufacturer’s instructions. Samples from AOM/DSS CAF supernatants were prepared by surgically detaching adenomas and mincing using scalpels and incubating the tissue in digestion buffer containing 0.05% Collagenase D (w/v), 0.3% Dispase II (w/v), 0.05% DNase I (w/v), 4% FBS (v/v), in DMEM/F12 medium (Thermo Fisher Scientific, 31331028) for 30-45 min at 37 °C with constant agitation. In total, 10 mL of cold washing buffer (sterile PBS containing 2% FBS) was added, and the suspension passed through a 70 µm strainer. After centrifugation and erythrocyte lysis in ACK buffer (150 mM NH_4_Cl, 10 mM KHCO_3_, 0.1 mM EDTA; pH 7.2-7.4) for 2 min at RT, washed and collected cells were resuspended in DMEM/F12/10% FBS and plated in 12-well plates. Adherent cells were passaged in 1:1 ratios when reaching confluence. After 2–3 passages, the supernatants of individual confluent 6-well vessels were collected and kept on ice. After centrifugation at 1000 × *g* for 5 min at 4 °C, supernatants were aliquoted and frozen at −80 °C. For the secretome array, samples were added to the equilibrated and blocked membranes for incubation overnight at 4 °C. After incubation with the detection antibody cocktail for 1 h, with the Streptavidin-HRP mix for 30 min and the detection mix for 1 min at RT, secretomes were detected by imaging like for western blot. Intensities were normalized to the background of each respective membrane.

### RNA isolation and quantitative reverse transcriptase (qRT-)PCR

Total RNA of cultured cells was isolated using the RNeasy Plus Mini Kit (Qiagen, 74136) or the NucleoSpin RNA kit (Macherey-Nagel, 740955.250) and 200–500 ng of total RNA was used to synthesize cDNA using the RevertAid First Strand cDNA Synthesis Kit (Thermo Fisher Scientific, K1622) or M-MLV Reverse Transcriptase, RNase H Minus, Point Mutant (Promega, M3682) according to manufacturers’ instructions. Subsequent qRT-PCR was performed in triplicates in 384-well plates using primers and Roche universal probe library (UPL) with TaqMan^TM^ Universal MasterMix II (Thermo Fisher, 4440044) and LightCycler® 480 II (Roche) or in 96-well plates using primers with PowerUp^TM^ SYBR^TM^ Green MasterMix (Thermo Fisher, A25778) and CFX Opus 96 Real-Time PCR System (Biorad). Primer sequences are listed in Appendix Table S3.

### Single-cell RNA sequencing (scRNA-seq) and analysis

Single-cell transcriptomes were generated using a commercially available 384-well plate approach (SORT-Seq2, Single Cell Discoveries, SCD (Muraro et al, 2016)). To this end, primary tumors were dissected and dissociated into single cells as for establishment of organoid lines from tumors. After erythrocyte lysis in ACK buffer, cells were incubated with Fc Block and antibodies (concentrations listed in Appendix Table S2) in PBS/2% FCS/2 mM EDTA. Single viable cells (eFluor-) were gated for EPCAM+ or CD45+ or double negative cells. EPCAM−, CD45− cells were further gated for CD31 expression and triple-negative cells were considered fibroblasts for sequencing. Cells were index-sorted into 384-well capture plates containing 50 µL lysis buffer and barcoded primers covered by 10 µL of mineral oil by flow cytometry using a BD FACSAria Fusion sorter (BD biosciences) and capture plates were sent for paired-end sequencing at SCD (Illumina Nextseq™ 500). Sequences from read 1 were used for assigning reads to cells and libraries, whereas read 2 was aligned to the ensemble transcriptome (genome assembly GRCm38) using *bwa* version 0.7.10 (Li and Durbin, 2010). The transcript count table was generated by SCD using a custom-written script (https://github.com/anna-alemany/transcriptomics/tree/master/mapandgo). Transcript counts and metadata for all samples were imported and stored as a single-cell experiment object (*SingleCell-Experiment* (Amezquita et al, 2020) version 1.12.0). During quality control, cells with high mitochondrial content (*isOutlier*, scater (McCarthy et al, 2017) version 1.18.5) were discarded to remove low-quality cells that may have been damaged during processing or may not have been fully captured by the sequencing protocol. For analysis of CAFs, cells with high expression of *Ptprc* and *Epcam* genes were excluded to avoid contamination by residual immune/epithelial cells. The samples were normalized by computing the log_2_-transformed normalized expression values across all genes for each cell (*logNormCounts*, scater). Next, all batches were subset to the common features across all samples to enable downstream analysis. To account for the differences in samples due to plates (“batch effect”), we used the fastMNN algorithm (*correctExperiments*, batchelor (Haghverdi et al, 2018) version 1.6.2). Subsequently, clusters were identified using a graph-based approach (*buildSNNGraph* with k set to 15, scran (Lun et al, 2016) version 1.18.5) and the walktrap algorithm (igraph version 1.2.6). Cluster-specific marker genes were identified using the *findMarkers* function (scran) that uniquely define one cluster against the rest. Functional enrichment analysis in Metascape (https://metascape.org/) and Enrichr (https://maayanlab.cloud/Enrichr/) was applied to identify pathways and processes that were enriched in each cluster based on differentially expressed genes (FDR ≤ 0.1; *P* ≤ 0.05). Furthermore, expression profiles of identified clusters were compared with those previously published for CAF subtypes using the *AddModuleScore* function (Tirosh et al, 2016) from Seurat (Hao et al, 2021) version 4.0.0. To this end, each cell was assigned a score using the module of genes associated with the “published clusters”. A positive score suggested that this module of genes is expressed in a particular cell more than would be expected, given the average expression of this module across the population. A mean score for cluster-specific cells was calculated to obtain scores per cluster for each module of genes associated with “published clusters”. Using a reference dataset with known labels, the SingleR (Aran et al, 2019) approach (version 1.4.1) labels new cells from a test dataset based on similarity to the reference. Thereby, we assessed the similarity between clusters from Fib^ΔZeb1^ and Fib^Ctrl^, where Fib^Ctrl^ was set as a reference. For the scRNA-seq dataset from non-inflammation-driven orthotopic tumors, lower quality clusters with indistinct or ambiguous cell-type identities were excluded by further sub-clustering.

The DAseq tool (Zhao et al, 2021) was used to study the differential abundance of cells from AOM/DSS scRNA Fib^Ctrl^ and Fib^ΔZeb1^, using read counts after basic quality control filtering implemented in the standard Seurat (Hao et al, 2021) workflow. Cells with 100–6000 detected genes and less than 10% mitochondrial counts were included. The entire dataset which includes Fib^Ctrl^ and Fib^ΔZeb1^ samples, was used to normalize the data, identify the highly variable genes, scale the data, compute the PCA, use nearest neighbor embedding, integrate the batches using harmony and recluster the data. Cell phenotypes were assigned by using Seurat’s *AddModuleScore* and published gene sets (Bartoschek et al, 2018; Elyada et al, 2019). DAseq was applied to identify differential abundance (Zhao et al, 2021) and three differentially abundant cell populations were identified. One contained almost exclusively cells from one SORT-Seq plate and was therefore neglected. Statistical significance is reported in the respective figures or figure legends. Characteristic genes for the two other DA populations were identified using the marker gene function included in the DAseq package, which uses stochastic gates.

### Bulk RNA-Seq and GSEA

The integrity of total RNA samples was assessed by Bioanalyzer2100 before sequencing and processed at Novogene UK, Cambridge. RNA-Seq raw reads files were analyzed using nfcore RNA-seq pipeline version 3.11.0 (Ewels et al, 2020). Briefly, raw sequencing reads were aligned to the mouse genome GRCm38 using STAR (Dobin et al, 2013), the reads aligning to each annotated gene were quantified by the Salmon software (Patro et al, 2017), and differential gene expression was performed using DESeq2 R package (Love et al, 2014). Gene set enrichment analysis (GSEA) was performed on all (filtered) genes across the different experimental conditions using the R packages “clusterProfiler” (v4.10.0) and “enrichPlot” (v1.22.0) with MSigDB and custom gene sets (Elyada et al, 2019; Ohlund et al, 2017; Wu et al, 2021). To account for multiple comparisons, *P* values were adjusted using the Benjamini–Hochberg method.

### Statistics and reproducibility

Information on the number of biologically independent samples analyzed and the number of times experiments were performed is included in the figure legends. All the representative experiments were repeated at least three times unless otherwise stated. Statistical analyses were performed using GraphPad Prism, within the provided R packages or online tools for gene set enrichment analyses, and details on statistical methods are included in the figure legends. All error bars represent SD or SEM as indicated. Where possible animals were assigned to experimental groups using simple randomization and the investigators were blinded for initial animal data collection on tumor/metastasis parameters. No blinding was applied for other experiments since investigators needed information about the groups to correctly perform and analyze the experiments.

## Supplementary information

Appendix

Peer Review File

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Figure EV1-EV5, Appendix Fig. S1-S4 Source Data

Expanded View Figures

## Data Availability

scRNA-seq and bulk RNA-seq data have been deposited to Gene Expression Omnibus (GEO) database with the accession codes GSE253368, GSE253639 and GSE253546. All original codes have been deposited at GitHub (bulk RNA-Seq: https://github.com/AG-Stemmler/Menche-Schuhwerk-et-al.-Zeb1_CRC_Manuscript; scRNA-Seq: https://github.com/CUBiDA/zeb1_crc_manuscript). The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44319-024-00186-7.

# Supplementary material for: ZEB1-mediated fibroblast polarization controls inflammation and sensitivity to immunotherapy in colorectal cancer
**Source:** EMBO Rep. 2024 Jun 27;25(8):15. doi: 10.1038/s44319-024-00186-7
**Supplement:** Supplementary file 8 — Figure EV1-EV5, Appendix Fig. S1-S4 Source Data

## Slide 1
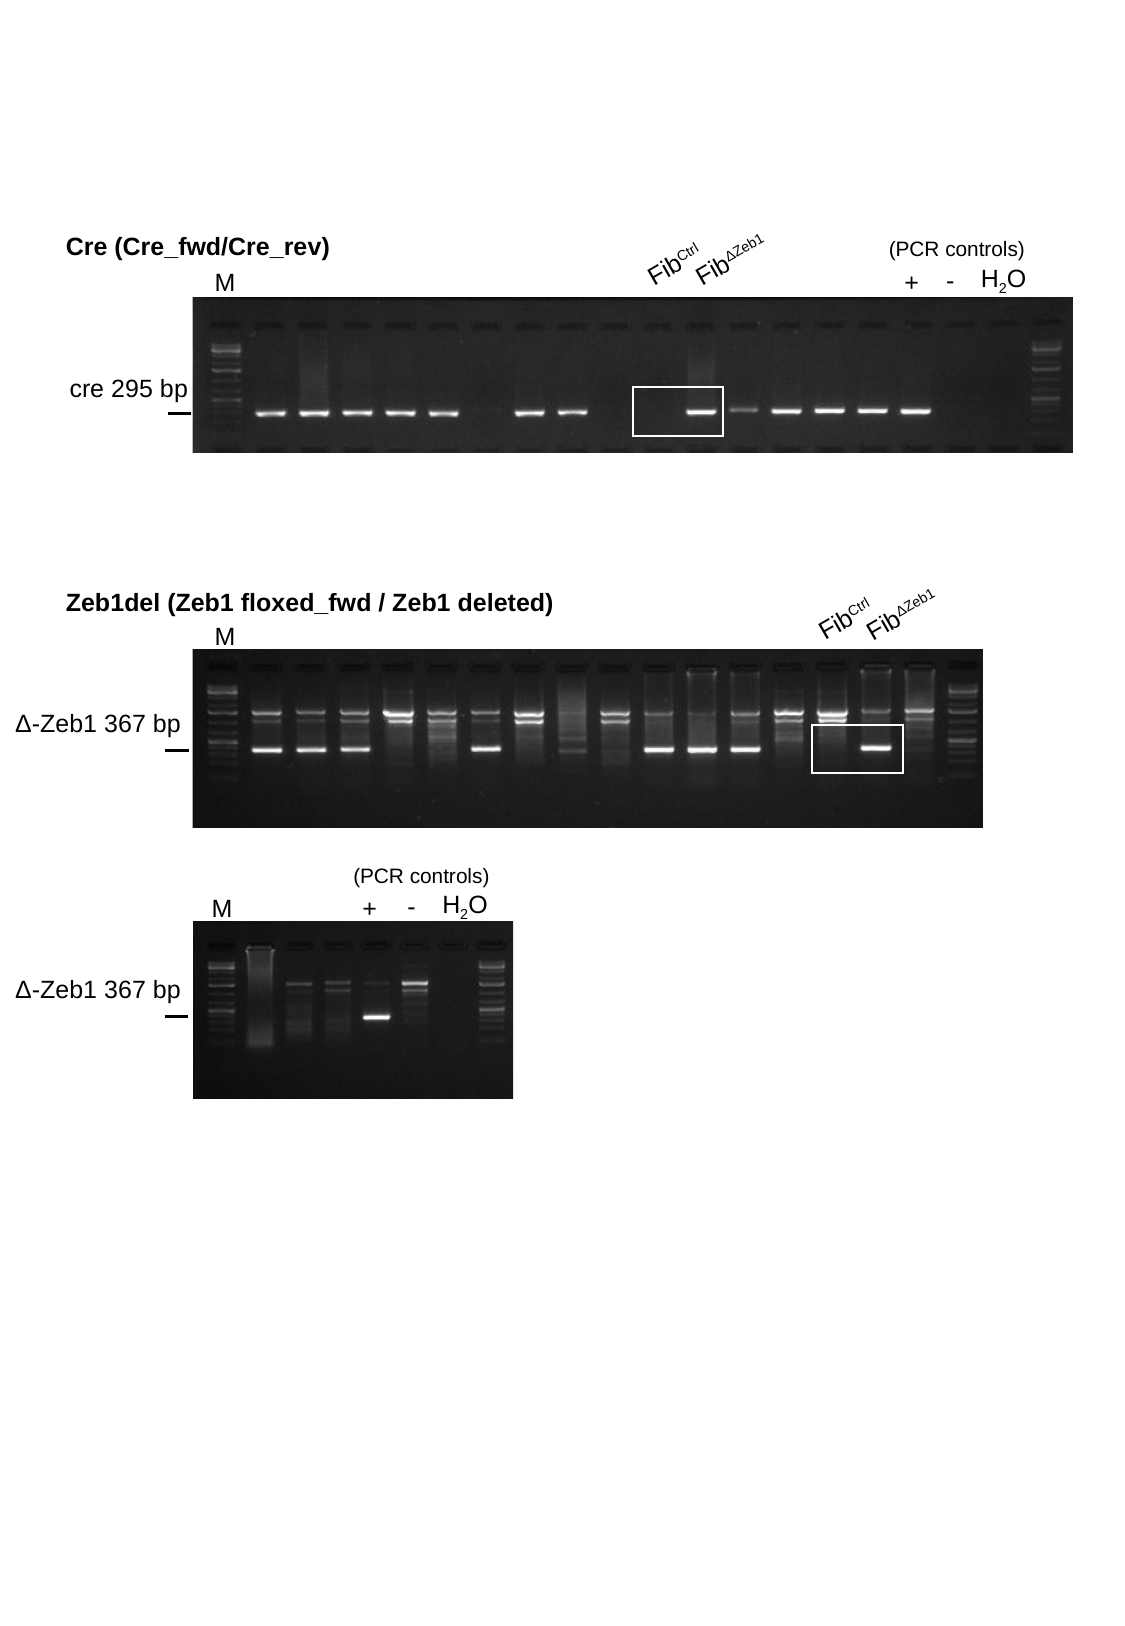

Cre (Cre_fwd/Cre_rev)
(PCR controls)
FibΔZeb1
FibCtrl
-
H2O
M
+
 cre 295 bp
Zeb1del (Zeb1 floxed_fwd / Zeb1 deleted)
FibΔZeb1
FibCtrl
M
Δ-Zeb1 367 bp
(PCR controls)
-
H2O
M
+
Δ-Zeb1 367 bp
Col1Zeb1 (SI)
 3431 3437? 3439? d/+ KPC- H2O

How the deposited data were processed for this re-analysis (not part of the article)

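Single cells sorted as EPCAM-, CD45- and CD31-negative from AOM/DSS tumors of 3 Fib Ctrl and 3 Fib ΔZeb1 mice were measured by SORT-seq, with 1 plate of 384 wells per mouse. Samples were grouped by the genotype given with them, and mice carry their plate number (1, 3 and 4 for Fib Ctrl; 2, 5 and 6 for Fib ΔZeb1). The orthotopic single-cell data and the bulk RNA-seq of the study were not analysed here.

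The authors assigned reads to wells and molecular barcodes from read 1, aligned read 2 to the GRCm38 transcriptome with bwa and counted with the sequencing provider's program. The deposited barcode counts are whole counts of different molecular barcodes per gene and well. The deposited transcript counts are estimated counts, made by the authors from the barcode counts by a correction for molecules that share a barcode. Neither table is normalized or filtered on wells. Spike-in RNA, which made up 7.85% to 18.6% of the transcripts of a plate, was left out of all library sizes and tests.

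Wells were kept with 100 to 6000 genes and under 10% mitochondrial transcripts, counting all 37 genes listed on the mitochondrial chromosome, and cells with more than 1 rounded transcript of *Ptprc* or *Epcam* were excluded. This left 928 cells, of which 424 were from Fib Ctrl mice. The choice of mitochondrial genes was examined further after the data had been seen. In all, 24 definitions of the filter (both tables, spike-in RNA in or out, 3 sets of mitochondrial genes, bounds included or not) were compared with the share of Fib Ctrl cells in the paper's source data. The main filter was kept as it had been fixed, and the setting with only the 24 genes named mt- was picked for the alternatives after this comparison. Each well was meant to hold 1 cell, and no doublet caller was run.

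The samples, the tests with their main settings, the marker lists, the lists of genes to be tested, the named genes and most alternatives were chosen before the data were examined. The rule by which markers name a cluster was not, and it was changed 2 times after names had been seen. A list qualified for a cluster if at least 3 markers were raised 2-fold and detected in at least 10% of its cells, and the list with the highest mean log2 fold gave the name. A fibroblast subtype was named only where at least 5 of 10 fibroblast markers were detected in 50% of the cells. A name was dropped if another list had more markers among the 10 leading genes, or if the cells were shallow and no marker of the list was among these genes. Because lists compete, a cluster with raised myCAF markers can carry another name, and clusters that meet the criterion of the myCAF list were therefore also counted on their own, after the data had been seen. The first change asked for 8 of 10 fibroblast markers in at least 50% of the cells before a cluster was called other fibroblast-like, because a cluster led by *Krt5* and *Krt14* had received that name. The second asked for a mean log2 fold of at least 1 over the markers, because a Fib ΔZeb1 cluster led by *Myoc* and *Angptl7* had been called myCAF-like. The second change removed a myCAF-like cluster from Fib ΔZeb1 mice, which is the direction of the paper's statement. Fibroblast-like cells, wherever tested on their own, are those of the iCAF-like, telocyte-like and other fibroblast-like clusters, 512 cells in the main clustering, and pericyte-like cells are not among them. The clusters kept out by the changes of the rule hold 84 and 20 cells of Fib ΔZeb1 mice and 0 of Fib Ctrl mice.

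Cells were log-normalized over the 13207 genes listed on all plates and reduced to 50 components of 2000 variable genes (scran 1.30.0). *fastMNN*, *SingleR*, *AddModuleScore* and *DAseq* were not used as programs. The first 3 were written anew from their described steps, with mutual nearest neighbors at k = 20 for the plates, rank correlations at the 0.8 quantile for the assignment, and 24 expression bins with 100 control genes for the scores. Abundance was measured on 50 nearest neighbors. Graphs had k = 15, with Leiden clustering at resolution 1 for both genotypes together and walktrap clustering for each genotype (igraph 2.1.4). Published gene sets were replaced by lists of 14 iCAF and 12 myCAF markers, so that names and scores can differ from the paper's for that reason alone.

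Estimated counts were summed per mouse over cells, rounded to whole numbers and tested with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test, Benjamini-Hochberg at 0.05), with DESeq2 1.42.0 as an alternative. Standard errors of edgeR's fold changes are the absolute log2 fold change over the square root of the F statistic. Lists were tested with camera at a preset correlation of 0.01 and with fry (limma 3.58.1), adjusted over the 5 lists. Single values were compared by exact two-sided permutation tests over mice. Of 26 genes to be named, 11 had been read from labels in the picture of Fig. 2D, *Mylk* and *Myl9* among them. A list of genes for a test should not come from a picture, so that these 11 were taken out of the adjustment over the list after the results had been seen, and 15 genes that the paper's text names by gene or by protein were kept. Among these, *H2-Ab1* stands for MHC class II, which the text names only as a protein. With all 26 genes, *Mylk* and *Myl9* had passed over the list in fibroblast-like cells, and these calls are withdrawn. The lists of contractile and extracellular matrix genes and the marker lists were written from general knowledge, but after the paper with its figures had been read. The genes called only by DESeq2 and the cluster that stayed unnamed were singled out after their values were seen. Coordinates are from the GENCODE annotation of GRCm38.

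The summed counts per mouse ranged from 348160 to 3070360 in all CAFs and from 239785 to 2314840 in fibroblast-like cells. In fibroblast-like cells, Fib Ctrl mouse 3 had 18 and Fib ΔZeb1 mouse 6 had 14 cells, so that their values rest on few cells. The edgeR step was tested on simulated data with 200 genes changed by a log2 fold of 2 and dispersions as in the data. In the comparison of all CAFs over 9400 genes it recovered 56.0% of them, with 7.44% false calls. In fibroblast-like cells over 8211 genes it recovered 74.0%, with 6.33% false calls. In such simulated data, many of the genes with a large change were thus recovered. Genes were drawn independently of each other, without variation that the genes of a mouse share, such as its mix of cells. The recovery need not hold in the data, where 1.09% of genes in all CAFs and 1.58% in fibroblast-like cells had an unadjusted p under 0.05 in edgeR. Smaller changes of single genes would often have been missed.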

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

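The tests of RNA from other cells, of the sequencing run, of the presence of such cells in both genotypes and of their share with 1 mouse left out were chosen after the result was seen, while the permutation test of cluster shares was chosen before.

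Neutrophil-like cells made up 23.0% of the analysed cells (213 of 928), although CD45-positive cells had been depleted in the sort and cells with more than 1 *Ptprc* transcript had been excluded. The paper shows no values for such cells in this experiment, which is why they are listed here, but its methods allow for residual immune cells and exclude them by expression at a threshold that is not stated. Of the 213 cells, 120 (56.3%) had no *Ptprc* count, at a median of 964 transcripts per cell, so that the exclusion by *Ptprc* had little to act on in many of them. Free RNA from other cells is argued against by their levels, as *S100a8* was 1201-fold higher than in fibroblast-like cells (22646 against 18.9 CPM) and *Col1a2* was 12.0-fold lower. Neither a single sequencing run nor the deletion of *Zeb1* accounts for the presence of such cells, as the 5 mice of the first run held 189 and the 3 Fib Ctrl mice 107 of them, and each mouse held some. Whether either changes their share stays open. The other run is Fib ΔZeb1 mouse 6 alone (52.2%), and only Fib Ctrl mouse 3 of the first run lay above it (76.4%). Between the means of the genotypes the difference was -2.10 percentage points (exact permutation test, p = 1.00, n = 3 each), and the genotypes overlapped only through Fib Ctrl mouse 3. Without it, with the clusters kept, all Fib Ctrl mice lay below all Fib ΔZeb1 mice, with a difference of 20.3 points (exact permutation test, p = 0.30, n = 2 and 3). The difference was -16.1 points without Fib Ctrl mouse 1, -10.5 without Fib Ctrl mouse 4, 3.94 without Fib ΔZeb1 mouse 2, 3.26 without Fib ΔZeb1 mouse 5 and -13.5 without Fib ΔZeb1 mouse 6. Neutrophils with low CD45 that passed the sort are a candidate source, from 5 of 5 neutrophil markers raised on a list written before the test, and this was not tested against protein levels. The low depth of these cells argues against doublets with fibroblasts, but no doublet caller was run.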

How the results depend on the processing

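The test of named genes under each alternative and the list it is adjusted over, the restriction of gene lists, neighborhoods and cluster numbers to fibroblast-like cells, the setting with mt- genes only, the assignment to references of 2 mice, the thinning before assignment, and the looser names, names without the telocyte list, the myCAF criterion alone and the assignment under the outlier filter were chosen after seeing the data. The cause of the changes below was not tested, except where stated.

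The count of changed genes in all CAFs was 0 in all 13 alternatives, and the *Zeb1* log2 fold change there stayed between -0.95 and -0.66. In fibroblast-like cells the count was 0 in 10 of 11 alternatives and 6 with DESeq2, and it was 0 with each mouse left out. The log2 fold changes of *Zeb1*, *Acta2*, *Tagln*, *Myl9* and *Mylk* in these cells were negative in each of 11 alternatives. *Tagln* passed when adjusted over the list alone in 4 of them and *Acta2* in 2, DESeq2 among both. *Mylk* and *Myl9* passed over all genes in 1, which was DESeq2.

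Of the 5 gene lists, 2 passed under camera, 0 under fry and between 0 and 3 with 1 mouse left out. With 1 mouse left out, the mean ranged from -0.62 to 0.076 for contractile genes, from -0.34 to 0.078 for extracellular matrix, from -0.63 to 0.13 for NF-kB and inflammatory genes, from -0.45 to 0.37 for iCAF and from -0.30 to 0.19 for myCAF markers, and thus changed sign for each list. In fibroblast-like cells, the mean was 0.029 for NF-kB and inflammatory genes and 0.017 for iCAF markers, where all CAFs had negative means. These means are near 0 and rest on single mice, ranging from -0.50 to 0.47 and from -0.38 to 0.44 with 1 mouse left out. Camera, at adjusted p of 0.827 and 0.874 with all mice, called both lists higher in Fib ΔZeb1 mice without Fib Ctrl mouse 1 (0.0032 and 0.0077) and both lower without Fib Ctrl mouse 4 (3.7e-05 and 0.011), and the iCAF list lower without Fib ΔZeb1 mouse 5 (0.040), and fry called neither in any of these. For the NF-kB list, the median of -0.081 and camera's direction were negative with all mice, as in all CAFs.

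The iCAF score difference was positive with at least 500 genes (0.0134), exclusion at any *Ptprc* or *Epcam* count (0.0562), a plain mean of the markers (0.0567) and fibroblast-like cells only (0.116). It ranged from -0.218 to 0.349 with 1 mouse left out, and the myCAF score difference from -0.233 to 0.036. The iCAF-like share difference ranged from -7.87 to 12.0 percentage points with 1 mouse left out, and was positive in the other alternatives. With edgeR on cell counts it was a log2 fold change of 0.32 (adjusted p = 0.955, with an adjusted or permutation p of 0.20 to 0.955 over the alternatives). No cluster carried the name myCAF-like in the clusterings of both genotypes together, so that edgeR could not be run on it, but this follows from the order of the lists. The telocyte-like cluster met the myCAF criterion, and by this criterion alone the share difference was -5.88 percentage points (exact permutation test, p = 0.50, n = 3 each). With the clusters kept and 1 mouse left out, it ranged from -11.8 to 1.08 points and was positive only without Fib Ctrl mouse 4. That comparison was added after the data had been seen. With the telocyte list left out, the cluster stayed unnamed, since the smooth muscle list, with a mean log2 fold of 1.43, came before the myCAF list and its name was dropped for the leading genes. The number of clusters that separated the genotypes was 0 to 1 with 1 mouse left out and 0 otherwise.

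The share of cells in imbalanced neighborhoods was 35.4% in fibroblast-like cells and 23.7% to 64.5% with 1 mouse left out. Fewer mice make neighborhoods less even, which by construction raises it. The number of Fib Ctrl clusters was 10 with the outlier filter on mitochondrial content, 3 with equal cells per mouse, 3 in fibroblast-like cells and 2 to 5 with 1 mouse left out. In Fib ΔZeb1 mice it was 2 with equal cells, 3 in fibroblast-like cells and 4 to 6 with 1 mouse left out. For equal cells, the lower number of cells is part of the setting. The number of Fib Ctrl clusters without a match was 1 with mt- genes only and 1 with the outlier filter, and 0 with each mouse left out.

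The margin difference was negative with at least 500 genes (-0.0192), no *Ptprc* or *Epcam* exclusion (-0.0015), no correction for the plate (-0.0111), k = 10 (-0.0054), 1000 variable genes (-0.0056), mt- genes only (-0.0042), the outlier filter (-0.0089) and references of the same 2 mice (-0.0068), and ranged from -0.0199 to 0.0128 with 1 mouse left out. Its permutation p lay between 0.60 and 1.00 throughout.

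No paired analysis was possible because the mice carry plate numbers that the genotypes do not share. Depth limits the comparisons most in Fib Ctrl mouse 3, with a median of 1178 transcripts per cell, and in Fib ΔZeb1 mouse 6, with 46 cells.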

Differences from the paper's values

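The setting with mt- genes only and the restriction to fibroblast-like cells were chosen after the result was seen, as were the looser rule for names, the myCAF criterion alone and the assignment under the outlier filter.

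The paper's number of Fib Ctrl clusters is 8, and 5 were found here. Of the alternatives set before the data were examined, the number was within 1.5 times the paper's with at least 500 genes per cell (6), no correction for the plate (6), k = 10 (6), 1000 variable genes (6) and the outlier filter on mitochondrial content (10). It was not with no *Ptprc* or *Epcam* exclusion (5), k = 30 (4), equal cells per mouse (3), or without mouse 1 (2), mouse 3 (5) or mouse 4 (4). Of the settings chosen after seeing the values, mt- genes only gave 7, within that range, and fibroblast-like cells only gave 3. None of these gave 8. In Fib ΔZeb1 mice the paper's number and the number found here are both 6.

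The paper has more clusters in Fib Ctrl than in Fib ΔZeb1 mice, and here there were 5 and 6. There were more in Fib Ctrl mice with 1000 variable genes (6 and 5), the outlier filter (10 and 7), equal cells per mouse (3 and 2) and without Fib ΔZeb1 mouse 2 (5 and 4), and fewer with at least 500 genes per cell (6 and 7), no correction for the plate (6 and 8), k = 10 (6 and 8), k = 30 (4 and 5), and without Fib Ctrl mouse 1 (2 and 6), mouse 3 (5 and 6) or mouse 4 (4 and 6) or Fib ΔZeb1 mouse 6 (5 and 6). The numbers were equal with no *Ptprc* or *Epcam* exclusion (5 and 5) and without Fib ΔZeb1 mouse 5 (5 and 5). All these were set before the data were examined. Of the settings chosen after seeing the values, mt- genes only (7 and 7) and fibroblast-like cells only (3 and 3) gave equal numbers.

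According to the paper, 1 Fib Ctrl cluster has no counterpart among Fib ΔZeb1 cells, and here the number was 0. It was 1 with mt- genes only and 1 with the outlier filter that the paper's methods describe for this clustering, both run after seeing the values. In the paper, fewer Fib ΔZeb1 clusters are myCAF-like. By name the number here was 0 in both genotypes, and without the minimum on the mean log2 fold, which was itself added after names had been seen, it was 0 in Fib Ctrl and 1 in Fib ΔZeb1 mice. With 3 other filters it was 0 and 0 under both rules. By the myCAF criterion alone, chosen after seeing the values, 1 Fib Ctrl cluster (telocyte-like) and 1 Fib ΔZeb1 cluster (pericyte-like) met it. With the outlier filter it was 2 and 1, fewer in Fib ΔZeb1 mice as in the paper. Of these 2 Fib Ctrl clusters, however, 1 was telocyte-like and 1 was smooth muscle-like with 13 cells, and the Fib ΔZeb1 cluster was pericyte-like. With no *Ptprc* or *Epcam* exclusion and with mt- genes only the numbers were 1 and 1. Leaving aside the pericyte-like cluster, the main filter gave 1 and 0, also fewer in Fib ΔZeb1 mice. The criterion includes the minimum on the mean log2 fold. Without it, the telocyte-like Fib ΔZeb1 cluster and that led by *Myoc* and *Angptl7* would meet the criterion under the main filter as well. Fib ΔZeb1 mice would then not have fewer such clusters.

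According to the paper, the region with more Fib Ctrl cells is a myCAF region. In the neighborhoods with an excess of Fib Ctrl mice here, the mean myCAF score was -0.096, below that of balanced neighborhoods (0.056), and 79.2% of the cells were neutrophil-like. The 13.2% of cells there that were fibroblast-like were all telocyte-like, the cluster that met the myCAF criterion. The paper's Wilcoxon tests took cells as replicates, while the mouse was the replicate here.

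The share of Fib Ctrl cells in the paper's source data for Fig. EV2B, 48.3%, differs by less than 1.5 times from the 45.7% found here. After seeing the data, 24 definitions of the filter were compared with this share. Counting mt- genes only, with no *Ptprc* or *Epcam* exclusion, gave 48.3% (1912 wells), the same to 3 digits, as did the barcode counts under the same filter (1916 wells). These settings were found by that comparison and say nothing about which filter the paper used.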

Other observations

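The comparison of contractile genes in fibroblast-like cells, the counts over other divisions of the mice for these genes and for all CAFs, and the test of mitochondrial gene names were chosen after the result was seen. So was the criterion for the pericyte markers. The neighborhood share among fibroblast-like cells alone and the margin after thinning were also chosen after seeing the data. The other tests were chosen before.

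In fibroblast-like cells, contractile genes had a mean log2 fold change of -1.13 over 13 genes, all of them lower in Fib ΔZeb1 mice (camera, adjusted p = 2.9e-16; fry, adjusted p = 0.071). The mean stayed between -1.16 and -0.83 with each mouse left out, with camera's adjusted p at most 1.0e-07 and fry's at most 0.482, under 0.05 only without Fib ΔZeb1 mouse 2 (0.035). The myCAF markers, which share *Acta2*, *Tagln*, *Myl9*, *Tpm1* and *Tpm2* with that list, had a mean of -0.53 (camera, adjusted p = 1.7e-04; fry, 0.124). The real division of the mice gave the largest mean for the contractile list, in 1 of 10 divisions, but with 10 divisions chance cannot be excluded. Camera gave low p values for some divisions of mixed genotype too. The -log10 of its unadjusted p was 0.329 to 5.82 in these, against 16.2 in the real division. Whether pericytes left among the fibroblast-like cells of Fib Ctrl mice contribute stays open. Only 3 of 7 pericyte markers had enough counts to be tested, and all 3 were lower in Fib ΔZeb1 mice, with a mean log2 fold change of -0.25 in the fit and of -0.37 over the mice (standard error 0.070; exact permutation test, p = 0.10, n = 3 each, the smallest possible). This is the direction that such pericytes would give, although smaller than the change of the contractile genes. A different mix of fibroblast-like clusters stays open as well. Over all fibroblast-like cells, the summed contractile genes differed by -0.81 log2 CPM between genotypes. Within telocyte-like cells the difference was -0.73 (exact permutation test, p = 0.10, n = 3 each, the smallest possible), within iCAF-like cells 0.04 (exact permutation test, p = 1.00, n = 3 each) and within the 157 other fibroblast-like cells -0.10 (exact permutation test, p = 0.90, n = 3 each), so that 1 of 3 clusters showed it. Lower contractile genes in telocyte-like cells without *Zeb1* are thus a hypothesis, and telocyte-like cells may also be another subset in each genotype. Whether the change differs between clusters was not tested. The telocyte-like cluster also had 5 of 7 smooth muscle markers raised, with a mean log2 fold of 1.43. Whether smooth muscle cells among the fibroblast-like cells contribute was not tested either. Single mice had as few as 7 telocyte-like, 3 iCAF-like and 4 other fibroblast-like cells, so that the values within clusters rest on few cells.

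For the number of changed genes, in all CAFs and in fibroblast-like cells, the count over divisions of the mice decides nothing, since the real number was 0 and 10 of 10 divisions reach it by necessity. For gene lists in all CAFs, 8 of 10 divisions gave at least as many calls. For the share of cells in imbalanced neighborhoods it was 10 of 10. Chance cannot be excluded for the lists or for the neighborhoods. Whether cells other than fibroblasts, whose share differs between mice, are behind the imbalance cannot be told. Among fibroblast-like cells alone the share was 35.4%, but Fib Ctrl mouse 3 and Fib ΔZeb1 mouse 6 then have 18 and 14 cells, and such small numbers may raise it whatever the source.

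The small margin difference between genotypes (0.0024) was 0.0037 in cells with at least 1000 barcodes, thinned to the same depth. As both lie far within the spread between mice, whether depth contributes cannot be told. Whether the different number of clusters per genotype follows from the number of cells cannot be told either, since Fib Ctrl mice had more clusters in 9 of 20 draws of equal cells and Fib ΔZeb1 mice in 5.

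Genes named mt- held 33.5% of the transcripts of the mitochondrial chromosome, since 24 of its 37 genes carry that prefix and the rest are named otherwise. A filter that finds mitochondrial genes by this prefix therefore keeps more wells, 1912 instead of 1233 before the exclusion by *Ptprc* and *Epcam*. No biological explanation was tested for this.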
